# Boron-deficiency-responsive microRNAs and their targets in *Citrus sinensis* leaves

**DOI:** 10.1186/s12870-015-0642-y

**Published:** 2015-11-04

**Authors:** Yi-Bin Lu, Yi-Ping Qi, Lin-Tong Yang, Peng Guo, Yan Li, Li-Song Chen

**Keywords:** Boron-deficiency, *Citrus sinensis*, Illumina sequencing, Leaves, MicroRNA

## Abstract

**Background:**

MicroRNAs play important roles in the adaptive responses of plants to nutrient deficiencies. Most research, however, has focused on nitrogen (N), phosphorus (P), sulfur (S), copper (Cu) and iron (Fe) deficiencies, limited data are available on the differential expression of miRNAs and their target genes in response to deficiencies of other nutrient elements. In this study, we identified the known and novel miRNAs as well as the boron (B)-deficiency-responsive miRNAs from citrus leaves in order to obtain the potential miRNAs related to the tolerance of citrus to B-deficiency.

**Methods:**

Seedlings of ‘Xuegan’ [*Citrus sinensis* (L.) Osbeck] were supplied every other day with B-deficient (0 μM H_3_BO_3_) or -sufficient (10 μM H_3_BO_3_) nutrient solution for 15 weeks. Thereafter, we sequenced two small RNA libraries from B-deficient and -sufficient (control) citrus leaves, respectively, using Illumina sequencing.

**Results:**

Ninety one (83 known and 8 novel) up- and 81 (75 known and 6 novel) down-regulated miRNAs were isolated from B-deficient leaves. The great alteration of *miRNA* expression might contribute to the tolerance of citrus to B-deficiency. The adaptive responses of miRNAs to B-deficiency might related to several aspects: (a) attenuation of plant growth and development by repressing auxin signaling due to decreased *TIR1* level and ARF-mediated gene expression by altering the expression of *miR393*, *miR160* and *miR3946*; (b) maintaining leaf phenotype and enhancing the stress tolerance by up-regulating *NACs* targeted by *miR159*, *miR782*, *miR3946* and *miR7539*; (c) activation of the stress responses and antioxidant system through down-regulating the expression of *miR164*, *miR6260*, *miR5929*, *miR6214*, *miR3946* and *miR3446*; (d) decreasing the expression of *major facilitator superfamily protein genes* targeted by miR5037, thus lowering B export from plants. Also, B-deficiency-induced down-regulation of *miR408* might play a role in plant tolerance to B-deficiency by regulating Cu homeostasis and enhancing superoxide dismutase activity.

**Conclusions:**

Our study reveals some novel responses of citrus to B-deficiency, which increase our understanding of the adaptive mechanisms of citrus to B-deficiency at the miRNA (post-transcriptional) level.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0642-y) contains supplementary material, which is available to authorized users.

## Background

Boron (B), an essential micronutrient for normal growth and development of plants, is involved in a series of important physiological functions, including the structure of cell walls, membrane integrity, cell division, phenol metabolism, protein metabolism and nucleic acid metabolism during growth and development of higher plants [1–5]. B-deficiency widespreadly exists in many agricultural crops, including citrus. In China, B-deficiency is frequently observed in citrus orchards, and often contributes to the loss of productivity and poor fruit quality [3]. Li et al. reported that up to 9.0 % and 43.5 % of ‘Guanximiyou’ pummelo (*Citrus grandis*) orchards in Pinghe, Zhangzhou, China were deficient in leaf B and soil water-soluble B, respectively [6].

In plants, approx. 21-nucleotide-long microRNAs (miRNAs), one of the most abundant classes of non-coding small RNAs (sRNAs), are crucial post-transcriptional regulators of gene expression by repressing translation or directly degrading mRNAs in plants [7]. Evidence shows that miRNAs play key roles in plant response to nutrient deficiencies [8–13]. Identification of nutrient-deficiency-responsive-miRNAs and their target genes has become one of the hottest topics in plant nutrition.

Plants have developed diverse strategies to maintain phosphorus (P) homeostasis, including miRNA regulations [11, 12]. *MiR399*, which is specifically induced by P-deficiency in *Arabidopsis* and rice, can regulate P homeostasis by negatively regulating its target gene *UBC24* [13, 14]. Like *miR399*, *miR827* is also highly and specifically induced by P-deficiency and is involved in the regulation of plant P homeostasis by down-regulating its target gene *nitrogen limitation adaptation* (*NLA*) in *Arabidopsis* [13]. In addition, many other P-deficiency-responsive miRNAs (i.e., miR1510, miR156, miR159, miR166, miR169, miR2109, miR395, miR397, miR398, miR408, miR447 and miR482) have been isolated from various plant species [15–21].

*MiR397*, *miR398*, *miR408*, and *miR857*, which are induced by copper (Cu)-deficiency, have been shown to play a role in the regulation of Cu homeostasis by down-regulating genes encoding nonessential Cu proteins such as Cu/Zn superoxide dismutase (SOD), laccases and plantacyanin, hence saving Cu for other essential Cu proteins such as plastocyanin, which is essential for photosynthesis [10, 22, 23].

In *Arabidopsis*, leaf *miR395* was induced by sulfur (S)-deficiency. MiR395 targets *ATP sulfurylases* (*APS*) and *sulfate transporter 2;1* (*SULTR2;1*), both of which are involved in the S metabolism. Their transcripts are greatly down-regulated in *miR395*-over-expressing transgenic *Arabidopsis* accompanied by increased accumulation of S in the shoot but not in the root. They concluded that miR395 play a role in the regulation of plant S accumulation and allocation by targeting *APS* and *SULTR2;1* [24].

MiRNAs have been shown to play a role in the adaptation of plants to Fe-deficiency. Eight Fe-deficiency-responsive conserved miRNAs from five families had been identified in *Arabidopsis* roots and shoots and their expression profiles differed between the two organs [25]. Valdés-López et al. isolated ten up- and four down-regulated miRNAs, five up- and six down-regulated miRNAs, and seven up- and four down-regulated miRNAs from the leaves, roots and nodules of Fe-deficient common bean [17]. Waters et al. obtained eight differentially expressed miRNAs from seven conserved families in the rosettes of Fe-deficient *Arabidopsis*. Interestingly, Fe-deficiency led to increased accumulation of Cu in rosettes and decreased expression levels of *miR397a, miR398a* and *miR398b/c*, which regulate the mRNA levels of genes encoding Cu-containing proteins, implying a links between Fe-deficiency with Cu homeostasis [26].

Many N-deficiency-responsive miRNAs have been identified from *Arabidopsis*, soybean, maize and common bean. These miRNAs belong to at least 27 conserved families [10, 17, 27, 28]. In *Arabidopsis*, the expression of *miR169* was inhibited by N-deficiency, while the expression levels of its target genes [i.e., *NFYA2* (*Nuclear Factor Y, subunit A2)*, *NFYA3, NFYA5* and *NFYA8*] were increased [10, 13, 27, 29]. Transgenic *Arabidopsis* plants over-expressing *miR169a* had less accumulation of N and *NFYA* family members, and were more sensitive to N stress than the wild type, demonstrating a role for miR169 in the adaptation of plants to N-deficiency [29]. It is worth noting that some N-deficiency-responsive miRNAs (e.g., miR169, miR172, miR394, miR395, miR397, miR398, miR399, miR827, miR408 and miR857) are also responsive to other nutrient stresses (i.e., B, P, Fe, S and Cu deficiencies) in plants [8, 10], indicating the involvement of miRNA-mediated crosstalk among N, B, P, Fe, S and Cu under N-deficiency.

An increasing number of nutrient-deficiency-responsive miRNAs have been identified with different techniques [8–14]. Most research, however, has focused on N, P, S, Cu and Fe deficiencies, limited data are available on the differential expression of miRNAs and their target genes in response to deficiencies of other nutrient elements. Recently, we investigated miRNA expression profiles in response to B-deficiency in *Citrus sinensis* roots by Illumina sequencing and identified 134 (112 known and 22 novel) B-deficiency-responsive miRNAs, suggesting the possible roles of miRNAs in the tolerance of citrus plants to B-deficiency [8]. Previous studies showed that the responses of miRNAs to nutrient deficiencies differed between plant roots and shoots (leaves) [12, 17, 25]. In addition, there were great differences in B-deficiency-induced changes in major metabolites, activities of key enzymes involved in organic acid and amino acid metabolism, gas exchange and gene expression profiles between roots and leaves of *C. sinensis* [4, 30]. Therefore, B-deficiency-induced changes in miRNA expression profiles should be different between citrus roots and leaves.

In this study, we sequenced two small RNA libraries from B-deficient and -sufficient (control) citrus leaves, respectively, using Illumina sequencing, then identified the known and novel miRNAs as well as the B-deficiency-responsive miRNAs. Also, we predicted the target genes of these known and novel B-deficiency-responsive miRNAs and discussed their possible roles in the response to B-deficiency in citrus. The objective of this study is to identify the potential miRNAs related to the tolerance of citrus to B-deficiency.

## Results

### B and Cu concentrations in leaves

B concentration in 10 μM B-treated leaves was in the sufficient range of 30 to 100 μg g^−1^ DW, while the value in 0 μM B-treated leaves was much less than 30 μg g^−1^ DW (Fig. 1a) [31]. Visible B-deficient symptoms were observed only in 0 μM B-treated leaves (data not shown). Therefore, seedlings treated with 0 μM B are considered as B-deficient, and those treated with 10 μM B are considered as B-sufficient. B-deficiency decreased leaf concentration of Cu (Fig. 1b).

**Fig. 1:**
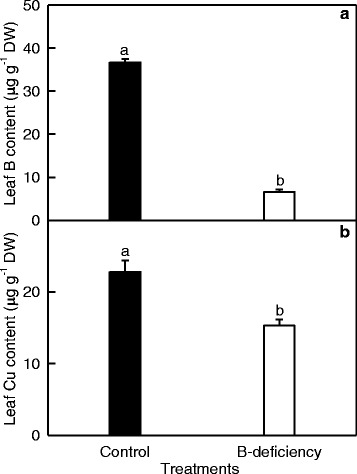
Effects of B-deficiency on B and Cu concentration in leaves. Bars represent mean ± SE (*n* = 3). Different letters above the bars indicate a significant difference at *P* < 0.05

### Sequencing and analysis of two small RNA libraries from B-sufficient and -deficient citrus leaves

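Small RNA was sequenced from leaves of *C. sinensis* seedlings that had received nutrient solution with 0 μM H_3_BO_3_ (B-deficient) or 10 μM H_3_BO_3_ (B-sufficient, the control) for 15 weeks. Each of the 2 libraries came from mixed leaves of 5 replications, so there was 1 library per condition and the spread between plants could not be measured. The authors' processing removed adaptors and low quality tags and collapsed identical reads into tags, each with its number of clean reads. A further table by the authors gives the raw number of reads counted under each miRNA name, without normalization. TPM was the count times 1000000 divided by the clean reads of the library, as in the paper, with no term for length. The log2 fold change was taken as B-deficient over B-sufficient, with a TPM of 0 replaced by 0.01, and a miRNA passed at a log2 fold change of at least 1.5 in either direction with an unadjusted P under 0.01. P came from a two-sided Fisher exact test of the reads of a miRNA against the other clean reads, which compares these 2 libraries and not the conditions. Where a library held 3 counts or fewer, the fold was computed against 3 counts and is given as a lower bound. All intervals are 95% intervals from the reads and, like these limits, cover counting error only, since PCR copies of a molecule are not independent.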

As shown in Table 1, 17,996,827 and 18,223,948 raw reads were generated from the libraries of B-sufficient and -deficient leaves, respectively. After removal of the contaminant reads like adaptors and low quality tags, 17,597,008 and 17,829,966 clear reads were obtained from the libraries of B-sufficient and -deficient leaves, comprising 3,673,054 and 4,654,829 unique clear reads, respectively. Among these reads, 11,726,078 clean reads (1,961,407 unique reads) from B-sufficient leaves and 11,372,875 clean reads (2,484,833 unique reads) from B-deficient leaves were mapped to *C. sinensis* genome (JGIversion 1.1, http://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Csinensis) using SOAP [32]. 

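Each unique tag had on average 3.83 clean reads in the B-deficient library and 4.79 in the B-sufficient library. Tags read once made up 75.5% of the unique tags in either library, and they held 19.7% of the clean reads from B-deficient leaves and 15.8% of those from B-sufficient leaves. The 10 most abundant tags held 12.1% of the B-deficient and 16.7% of the B-sufficient clean reads. Both libraries shared 1145726 tags, which carried 76.2% of the B-deficient and 83.4% of the B-sufficient clean reads. At this depth, a count of 0 allows a level of up to 0.168 TPM in the B-deficient and 0.170 TPM in the B-sufficient library.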

Exon, intron, miRNA, rRNA, repeat regions, snRNA, snoRNA and tRNA reads were annotated, respectively. After removal of these annotated reads, the remained unique reads that were used to predict novel miRNAs for B-sufficient and -deficient leaves were 3,237,407 and 4,179,224 reads, respectively.

**Table 1:** Statistical analysis of sRNA sequencing data from B-sufficient and -deficient leaves of *Citrus sinensis*

	B-sufficiency		B-deficiency	
	Unique sRNAs	Total sRNAs	Unique sRNAs	Total sRNAs
Raw reads		17,996,827		18,223,948
Clear reads	3,673,054 (100 %)	17,597,008 (100 %)	4,654,829 (100 %)	17,829,966 (100 %)
Mapped to genomic	1,961,407 (53.40 %)	11,726,078 (66.64 %)	2,484,833 (53.38 %)	11,372,875 (63.79 %)
Exon antisense	28,626 (0.78 %)	134,009 (0.76 %)	42,754 (0.92 %)	157,929 (0.89 %)
Exon sense	77,868 (2.12 %)	281,505 (1.60 %)	81,887 (1.76 %)	287,483 (1.61 %)
Intron antisense	36,541 (0.99 %)	244,148 (1.39 %)	46,940 (1.01 %)	248,094 (1.39 %)
Intron sense	56,020 (1.53 %)	526,848 (2.99 %)	67,594 (1.45 %)	457,839 (2.57 %)
miRNA	44,496 (1.21 %)	3,858,007 (21.92 %)	46,800 (1.01 %)	2,639,999 (14.81 %)
rRNA	164,311 (4.47 %)	3,052,914 (17.35 %)	158,009 (3.39 %)	2,851,216 (15.99 %)
repeat	821 (0.02 %)	2009 (0.01 %)	1014 (0.02 %)	2718 (0.02 %)
snRNA	2420 (0.07 %)	8040 (0.05 %)	3547 (0.08 %)	10,269 (0.06 %)
snoRNA	1167 (0.03 %)	3628 (0.02 %)	1270 (0.03 %)	4748 (0.03 %)
tRNA	23,377 (0.64 %)	810,902 (4.61 %)	25,790 (0.55 %)	722,780 (4.05 %)
Unannotated sRNAs	3,237,407 (88.14 %)	8,674,998 (49.30 %)	4,179,224 (89.78 %)	10,446,891 (58.59 %)

Most of the clear sequences were within the range of 19–26 nt, which accounted for 89 % of the total clear reads. 

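Counted on the clean tags, reads of 19 to 26 nt made up 94.1% of the B-deficient library (Wilson interval 94.08% to 94.10%) and 95.7% of the B-sufficient library (95.68% to 95.70%). Reads of 20 to 24 nt made up 89.2% and 89.1%, respectively. Counted by unique tag, the range of 19 to 26 nt held 97.2% of the B-deficient and 97.0% of the B-sufficient tags. Without the 100 most abundant tags of each library, it held 93.5% and 94.0% of the reads.

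**Figure D1:**
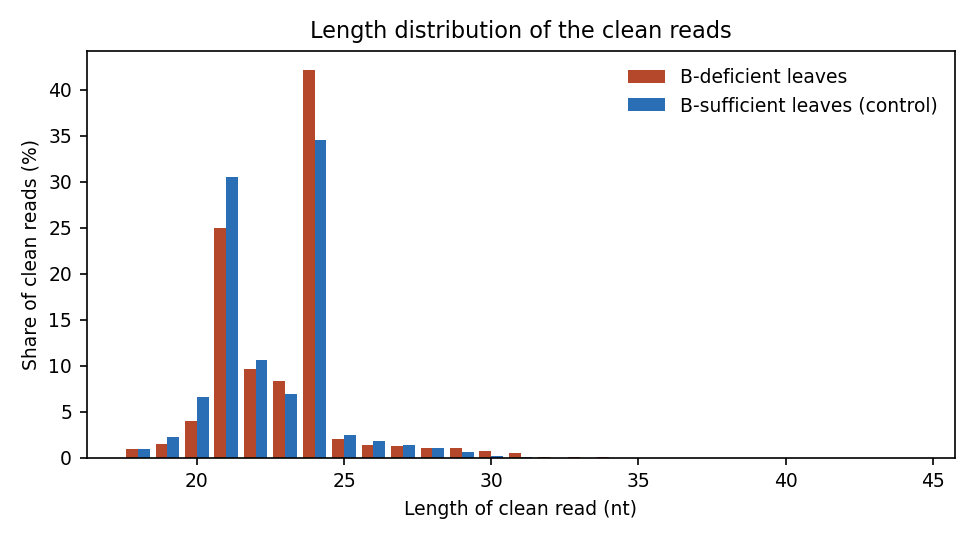
Share of clean reads (%) at each read length (nt) in the libraries of B-deficient and B-sufficient leaves, 1 library per condition. The bar at 24 nt is the highest in both libraries, at 42.2% in B-deficient and 34.5% in B-sufficient leaves.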

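Reads of 24 nt were 7516757 of 17829966 clean reads in B-deficient leaves and 6073605 of 17597008 in B-sufficient leaves. For reads of 21 nt, the share was 25.0% (25.02% to 25.06%) in B-deficient and 30.5% (30.48% to 30.52%) in B-sufficient leaves. The shares at 22, 23 and 20 nt were 9.61%, 8.34% and 4.04% in B-deficient leaves. In B-sufficient leaves, they were 10.6%, 6.90% and 6.59%. Without the 100 most abundant tags of each library, the share of 24 nt reads rose to 52.2% in B-deficient and 45.7% in B-sufficient leaves.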

Reads with the length of 24 nt were at the most abundant, followed by the reads with the length of 21, 22, 23 and 20 nt (Additional file 1). Overall, the size distribution of sRNAs agrees with the results obtained on roots of *Citrus sinensis* [8]*,* fruits of *C. sinensis* [33] and *Citrus trifoliata*, and flowers of *C. trifoliate* [34]. This indicates that the data of sRNA libraries obtained by the Illumina sequencing are reliable.

### Identification of known and novel miRNAs in citrus leaves

Here, a total of 734 known miRNAs were isolated from the two libraries (Additional file 2). 

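The count table of the authors lists 1202 miRNA names, and the 734 known miRNAs are those that reach 1 TPM in at least 1 library, since the highest level among the other 468 names was 0.966 TPM. The 734 names carried 2844656 reads in the B-deficient library, which is 16.0% of its clean reads (15.94% to 15.97%), and 4108680 reads in the B-sufficient library, which is 23.3% (23.33% to 23.37%). The sequence that Additional file 2 lists for each miRNA was then counted again in the clean tags. Perfectly matched reads, identical to the listed sequence over its whole length, made up 9.20% of the B-deficient and 13.6% of the B-sufficient clean reads. For 490 of the 734 names, neither library held more than 3 perfectly matched reads. None of the 734 listed counts equalled the number of perfectly matched reads in both libraries, so the listed counts include reads that differ from the listed sequence. A family of the same number has an annotated locus among the 129 *MIR* loci of the *C. sinensis* annotation used here for 34 of the 734 names.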

The count of reads was normalized to transcript per million (TPM) in order to compare the abundance of miRNAs in the two libraries. 

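In the library of B-deficient leaves, 857469 reads were counted under miR157, 466222 under miR166 and 290089 under miR167. In the library of B-sufficient leaves, the counts were 1527938, 650733 and 438950, respectively. Perfectly matched reads of the 21 nt sequence of miR157, TTGACGGAAGATAGAGAGCAC, numbered 675067 in B-deficient and 1127970 in B-sufficient leaves. Those of miR167, 261654 and 372610, exceeded those of miR166, 222665 and 252347, in both libraries. The log2 fold change of the listed counts was -0.85 for miR157, -0.50 for miR166 and -0.62 for miR167. Scaling to the reads of the known miRNAs in place of all clean reads moved the log2 value of miRNAs counted in both libraries up by 0.55. With this scaling, miR166 changed direction by a small margin. miR157 stayed lower in B-deficient leaves, and so did miR167, though only slightly. These miRNAs are themselves a large part of that total, so this scaling draws their values towards no change.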

The most abundant miRNA isolated from B-sufficient and -deficient libraries was miR157 (86,829.4201 and 48,091.4546 TPM, respectively), followed by miR166 (36,979.7525 and 26148.2271 TPM, respectively) and miR167 (24,944.5815 and 16,269.745, respectively). In this study, only these known miRNAs with normalized read-count more than ten TPM in B-sufficient and/or -deficient leaf libraries were used for further analysis in order to avoid false results caused by the use of low expressed miRNAs [8, 35]. 

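A level of over 10 TPM was reached in both libraries by 161 of these known miRNAs and in 1 library by the others. Perfectly matched reads of the listed sequence were present in both libraries for 173 of the known miRNAs above this level and in only 1 library for 148. With perfectly matched reads alone, 55 known miRNAs were over 10 TPM, and with reads whose ends lay within 2 nt of the listed sequence, 102 were. The annotation used here has a family of the same number for 28 of the 321.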

After removal of these low expressed miRNAs, the remained 321 known miRNAs were used for further analysis (Additional file 3).

After removal of these annotated reads (i.e., exon, intron, miRNA, rRNA, repeat regions, snRNA, snoRNA and tRNA), the remained 3,237,407 and 4,179,224 reads from B-sufficient and -deficient libraries, respectively were used to predict novel miRNAs using the Mireap (http://sourceforge.net/projects/mireap/). Based on the criteria for annotation of plant miRNAs [7, 36], a total of 71 novel miRNAs were isolated from the two libraries (Additional file 4). 

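Additional file 4 places the predicted miRNAs on scaffolds of the JGI version 1.1 genome. The precursor of novel_mir_236 lies on scaffold00120 from 72699 to 72845, with a hairpin of 147 nt, and that of novel_mir_95 lies within it, from 72709 to 72835 on the same strand. Exact reads of the listed sequence were counted in the clean tags for all 71. The supplementary counts are 0 in 1 library for 37 of the 71, and for 27 of these 37 the library listed at 0 held more than 3 exact reads.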

Like the known miRNAs, novel miRNAs with normalized read-count less than ten TPM were not included in the expression analysis [7, 35]. 

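With exact reads of the listed sequences, 25 predicted miRNAs exceeded 10 TPM in at least 1 library. The paper's counts in Additional file 4 give 28 at the same level.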

After excluding these low expressed novel miRNAs, the remained 28 miRNAs were used for further analysis (Additional file 5).

### Identification of B-deficiency-responsive miRNAs in citrus leaves

We identified 91 (83 known and 8 novel) up- and 81 (75 known and 6 novel) down-regulated miRNAs from B-deficient leaves. 

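On the listed counts, 83 known miRNAs were higher and 75 lower in the B-deficient library, among 321 tested. A further 117 of the 321 had a P under 0.01 and a log2 fold change inside the limits. Of the 158 that passed, 59 are listed at 0 in 1 library, 35 of them higher and 24 lower in B-deficient leaves, with 183 to 13647 counts in the other library. More than 3 counts in both libraries were found for 89, of which 44 were higher and 45 lower. Among known miRNAs over 10 TPM in both libraries, 10 were higher and 7 lower. On perfectly matched reads, the numbers were 11 and 6. Of the 148 known miRNAs with perfectly matched reads in only 1 library, 123 passed, and the number of such reads was 1 for 92 of these. In all 148, the library with the perfectly matched read had the higher listed count. Of the 173 with perfectly matched reads in both libraries, 35 passed.

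A count of resembling reads was chosen after seeing the data. It took all tags of at most 30 nt with at least 10 reads that differ from the listed sequence at no more than 2 positions, over 16 or more shared bases and with the 5′ ends at most 4 nt apart. Among the 59 miRNAs listed at 0 in 1 library, 57 had more than 3 resembling reads in a library, and 56 of these had more than 3 in the library listed at 0. The median log2 difference between the library with the count and the library listed at 0 was 0.20 for the resembling reads and at least 7.14 for the listed counts. On resembling reads, 20 known miRNAs passed as higher and 9 as lower. Of the 71 predicted miRNAs, 3 were higher and 3 lower on exact reads of the listed sequence. Named after their values were seen, the higher ones were novel_mir_52, novel_mir_84 and novel_mir_211, and the lower ones were novel_mir_59, novel_mir_134 and novel_mir_236.

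**Figure D2:**
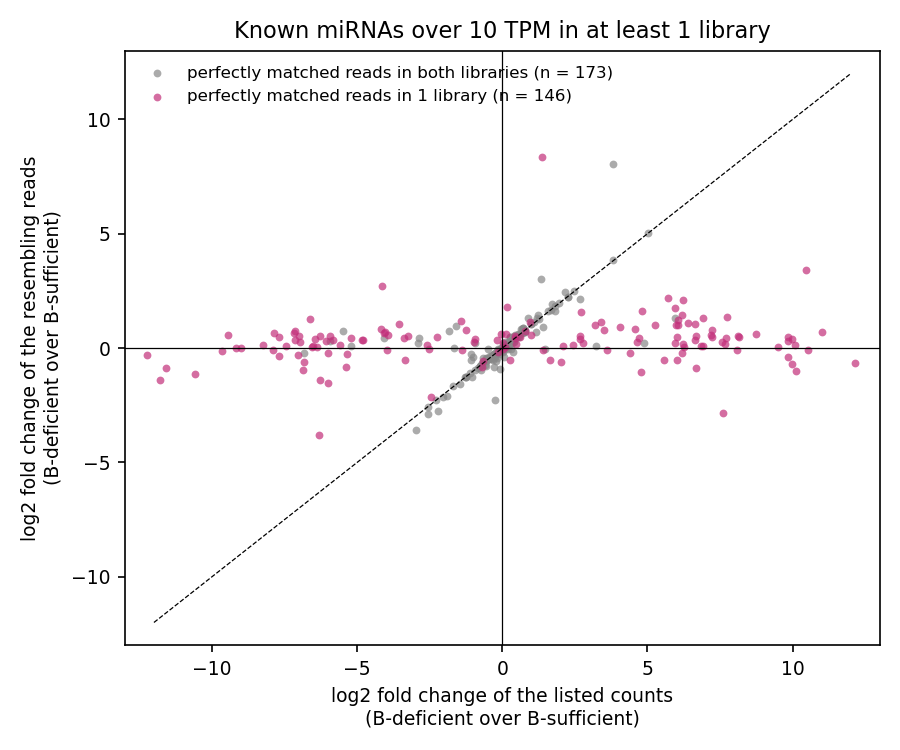
Log2 fold change (B-deficient over B-sufficient) of the listed counts on the x axis and of the resembling reads on the y axis, with a floor of 3 counts, for 319 of the 321 known miRNAs over 10 TPM; the other 2 had no more than 3 resembling reads. Points are coloured by whether perfectly matched reads were found in both libraries (173) or in 1 (146), and the dashed line marks equal values; of the 173, 35 passed, and of all with perfectly matched reads in 1 library, 123 did.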

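miR5266 (CGGGGGACGGTCTGGGAACG) has 13647 counts in B-deficient leaves and is listed at 0 in B-sufficient leaves, which makes it at least 4489.6-fold higher. Perfectly matched reads numbered 1 and 0, respectively, and resembling reads 12648 and 19864. miR401 (CGAACCCTGCTGTCGACGACA) has 10503 counts in B-sufficient leaves and is listed at 0 in B-deficient leaves, at least 3547-fold lower. Its perfectly matched reads numbered 0 in B-deficient and 1 in B-sufficient leaves, and its resembling reads 4028 and 10323. The sequence listed for novel_mir_95, GTTCTCAGGTCGCCCCTGTGGGA, had 0 exact reads in both libraries, so no fold is given. Reads within 2 nt of it at either end numbered 31823 in B-deficient and 52907 in B-sufficient leaves. For novel_mir_236 (CCGCAGGGGCGACATGAGATC), exact reads numbered 18399 in B-deficient and 59529 in B-sufficient leaves, a log2 fold change of -1.71 (-1.74 to -1.69). Among known miRNAs with more than 3 counts in both libraries, miR3443 had the largest positive log2 fold change, 9.97 (8.74 to 11.20), and miR6195 the largest negative one, -12.23 (-13.59 to -10.86). Their perfectly matched reads numbered 1 and 0 for miR3443 and 0 and 1 for miR6195, B-deficient leaves first.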

The most pronounced up- and down-regulated known (novel) miRNAs were miR5266 with a fold-change of 16.22 (novel_miR_95 with a fold-change of 17.61) and miR401 with a fold-change of −15.87 (novel_miR_236 with a fold-change of −18.48), respectively (Additional files 3 and 5).

### Validation of high-throughput sequencing results by qRT-PCR

We analyzed the expression of 27 known miRNAs using stem-loop qRT-PCR in order to validate the *miRNA* expression patterns revealed by Illumina sequencing. The expression levels of all these miRNAs except for *miR6214*, *miR5262* and *miR7841* were comparable in magnitude to the expression patterns obtained by Illumiona sequencing (Fig. 2). 

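On the listed counts of the 2 libraries, all 27 miRNAs measured by qRT-PCR passed in the direction of Table 2. This was fixed in advance, because the miRNA fold changes of Table 2 are log2 ratios of these same counts. It says nothing about agreement with the qRT-PCR. Table 2 does not name miR5259, which Table 3 gives as lower. Of the 27, 6 are listed at 0 in 1 library, and 15 had no more than 3 perfectly matched reads in either library. With perfectly matched reads, 8 of the 27 passed in the direction of Table 2: miR159, miR160, miR164, miR393, miR408, miR477, miR1446 and miR3953. With reads whose ends lay within 2 nt of the listed sequence, 9 passed, as miR1535 was added. With resembling reads, chosen after seeing the data, 10 passed. The reads of miR6214, miR5262 and miR7841 that matched perfectly numbered 1 each over both libraries. The qRT-PCR values were not analysed here.

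**Figure D3:**
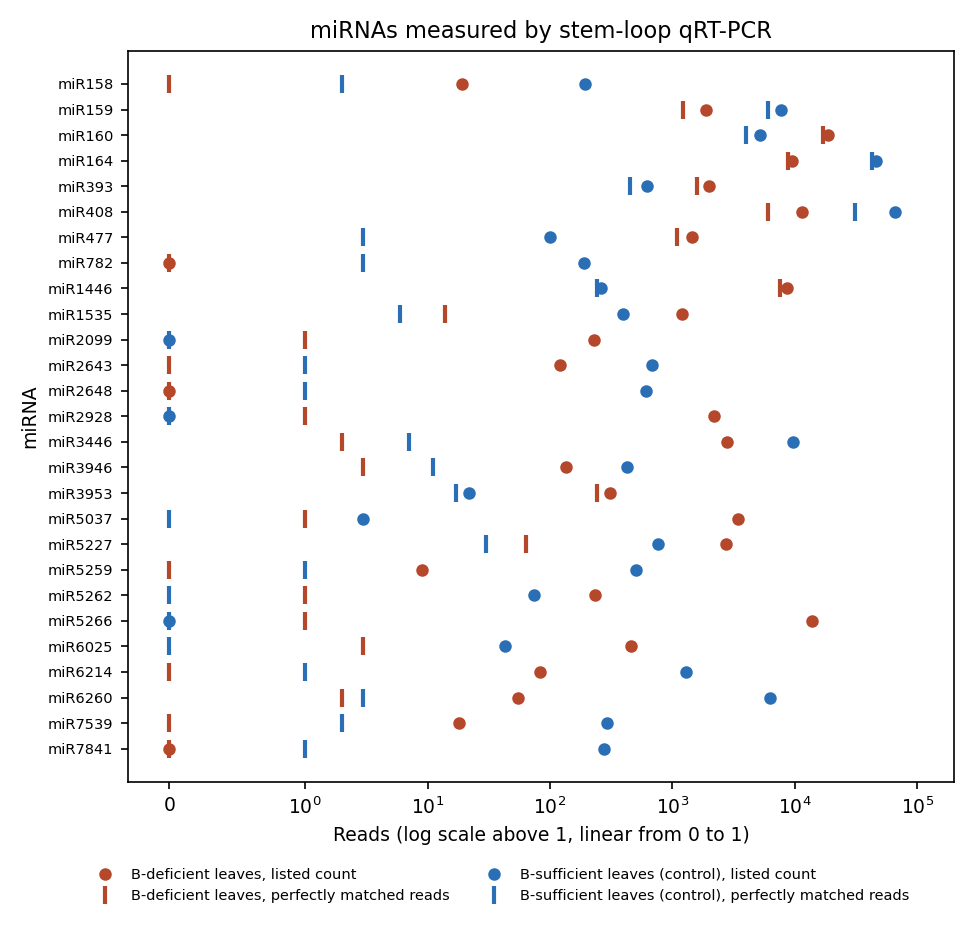
Listed counts (circles) and perfectly matched reads (vertical marks) of the 27 miRNAs measured by qRT-PCR in the libraries of B-deficient and B-sufficient leaves, on a log axis that is linear from 0 to 1. Perfectly matched reads lie far below the listed counts for the 15 miRNAs with no more than 3 such reads in either library.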

Obviously, the high-throughput sequencing allowed us to identify the differentially expressed *miRNAs* under B-deficiency.

**Fig. 2:**
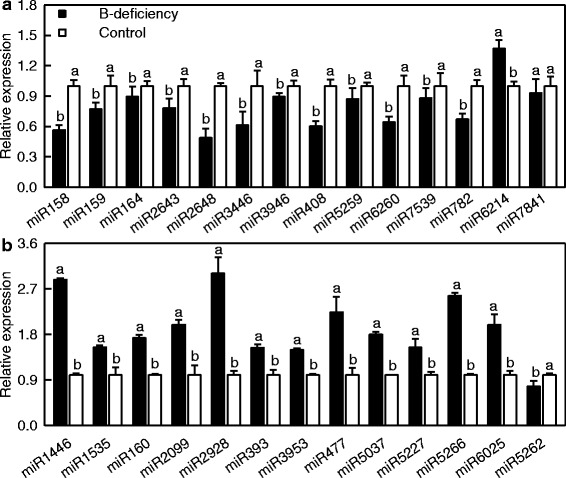
Relative abundances of selected known miRNAs in B-deficient and control leaves revealed by qRT-PCR. Bars represent mean ± SD (*n* = 3). Significant differences were tested between control and B-deficient leaves for the same miRNA. Different letters above the bars indicate a significant difference at *P* < 0.05. All the values were expressed relative to the control leaves

### Identification of targets for differentially expressed miRNAs and GO analysis

In this study, we predicted 489 and 17 target genes from the 70 known and 6 novel differentially expressed miRNAs, respectively (Additional files 6 and 7). GO categories were assigned to all these target genes based on the cellular component, molecular function and biological process. These target genes for the known and novel miRNAs were related to 12 and 3 components, respectively based on the cellular component. The most three GO terms for known miRNAs were membrane, chloroplast and plastid, while more than 42 % of the target genes for novel miRNAs belonged to membrane (Fig. 3a). Based on the molecular function, the target genes for the known and novel miRNAs genes were grouped into 11 and 9 categories, respectively, the highest percentage of three categories were nucleic acid binding, metal ion binding and transcription factor activity (Fig. 3b). In the biological process, the target genes were mainly focused on response to stress and developmental process for known miRNAs, and nucleic acid metabolic process, developmental process, response to stress and regulation of transcription for novel miRNAs, respectively (Fig. 3c).

**Fig. 3:**
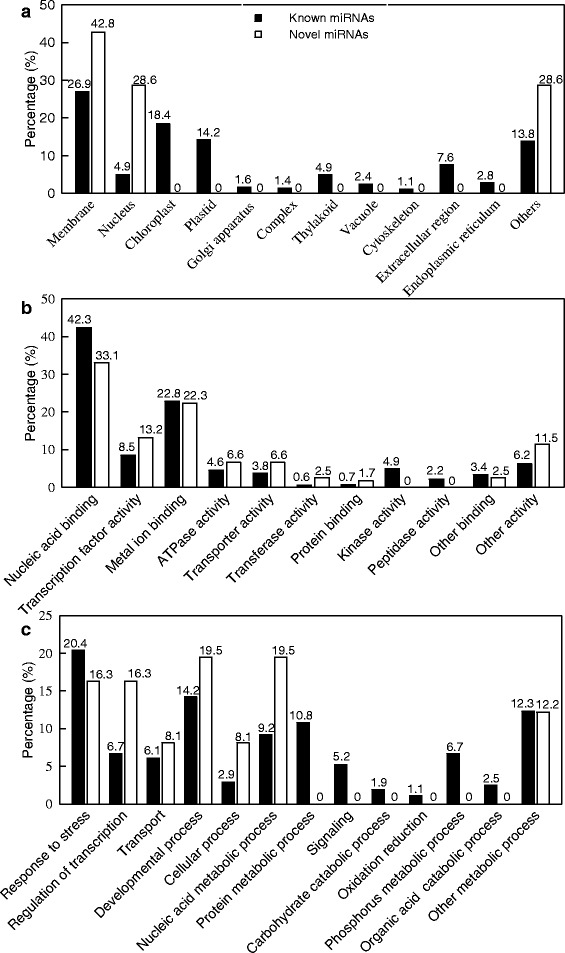
GO of the predicted target genes for 70 (6) differentially expressed known (novel) miRNAs. Categorization of miRNAs target genes was performed according to cellular component (**a**), molecular function (**b**) and biological process (**c**)

### qRT-PCR validation of target genes

To verify the expression of the target genes and how the miRNAs regulate their target genes, 77 genes targeted by 14 down- and 13 up-regulated miRNAs were assayed by qRT-PCR (Table 2). Among the 77 genes, the expression changes of 58 target genes showed a negative correlation with their corresponding miRNAs, implying that miRNAs might play a role in regulating gene expression under B-deficiency by cleaving mRNAs. However, the expression changes of the remained 19 target genes had a positive correlation with their corresponding miRNAs, which might be the results of the interaction of different target genes.

**Table 2:** qRT-PCR relative expression of experimentally determined or predicted target genes of selected miRNAs

miRNA	Fold change of miRNA	Accession	Homology	Target genes	Relative change of target genes
miR158	−3.35603222**	**orange1.1g022993m**	**AT1G69840.1**	**SPFH/Band 7/PHB domain-containing membrane-associated protein family**	1.9490**
			**AT2G03210**	**Fucosyltransferase 2**	1.6482**
		orange1.1g001709m	AT3G07400	Lipase class 3 family protein	0.7819*
miR159	−2.04145817**	**orange1.1g039708m**	**AT5G06100.2**	**MYB domain protein 33**	1.1319*
		**orange1.1g044979m**	**AT4G27330.1**	**Sporocyteless (SPL)**	2.2016**
		**orange1.1g046419m**	**AT4G26930.1**	**MYB domain protein 97**	1.9078**
		orange1.1g011938m	AT3G11440.1	MYB domain protein 65	0.8778**
		**orange1.1g038795m**	**AT3G60460.1**	**MYB-like HTH transcriptional regulator family protein**	1.6685**
miR160	1.81653886**	**orange1.1g004896m**	**AT2G28350.1**	**ARF10**	0.7870**
		**orange1.1g005075m**	**AT4G30080.1**	**ARF16**	0.7150**
		**orange1.1g008078m**	**AT1G77850.1**	**ARF17**	0.9153**
miR164	−2.28320824**	orange1.1g030909m	AT1G56010.2	NAC domain containing protein 1	0.5939**
		**orange1.1g047710m**	**AT5G53950.1**	**NAC domain transcriptional regulator superfamily protein**	1.4205**
		**orange1.1g017827m**	**AT5G61430.1**	**NAC domain containing protein 100**	1.3247**
		orange1.1g017636m	AT3G08030.1	Protein of unknown function, DUF642	0.5400**
miR158	−3.35603222**	**orange1.1g022993m**	**AT1G69840.1**	**SPFH/Band 7/PHB domain-containing membrane-associated protein family**	1.9490**
			**AT2G03210**	**Fucosyltransferase 2**	1.6482**
		orange1.1g001709m	AT3G07400	Lipase class 3 family protein	0.7819*
miR393	1.66802767**	**orange1.1g010049m**	**AT3G18080.1**	**B-S glucosidase 44**	0.8384**
		**orange1.1g007916m**	**At3g62980**	**TIR1**	0.7489**
			**At4g03190**	**AFB1**	0.8195**
		**orange1.1g008325m**	**At3g26810**	**AFB2**	0.7895**
			At1g12820	AFB3	1.6782**
miR408	−2.55840249**	**orange1.1g013075m**	**At2g30210**	**Laccase 3**	1.5874**
		orange1.1g041358m	At5g05390	Laccase 12	0.8814**
			**At5g07130**	**Laccase 13**	1.1251*
		**orange1.1g048131m**	**At2g02850**	**Plantacyanin**	1.6723**
miR477	3.82198862**	**orange1.1g018483m**	**AT3G11340.1**	**UDP-Glycosyltransferase superfamily protein**	0.6543**
miR782	−10.08402439**		**HQ202267**	**MYB transcription factor (MYBML2)**	1.5782**
		orange1.1g039969m	NM_001112290	Protein disulfide isomerase (PDIL5-1)	0.9081**
miR1446	5.01671689**	**orange1.1g037028m**	**AT1G14920.1**	**GRAS family transcription factor family protein**	0.7887**
miR1535	1.58529156**	**orange1.1g001616m**	**AT3G63380.1**	**ATPase E1-E2 type family protein/haloacid dehalogenase-like hydrolase family protein**	0.6757**
		**orange1.1g015157m**	**AT3G58060.1**	**Cation efflux family protein**	0.7189**
miR2099	10.31417531**	**orange1.1g017694m**	**AT3G22830.1**	**Heat shock transcription factor A6B**	0.6459**
miR2643	−2.52218131**	orange1.1g018307m	AT1G12500.1	Nucleotide-sugar transporter family protein	0.9924
		**orange1.1g020050m**	**AT5G19890.1**	**Peroxidase superfamily protein**	1.2307**
miR2648	−11.76162602**	**orange1.1g003798m**	**AT5G58460.1**	**Cation/H** ^**+**^ ** exchanger 25**	2.0379**
miR2928	13.58236255**	**orange1.1g007099m**	**AT4G04450.1**	**WRKY family transcription factor**	0.4129**
		orange1.1g014735m	AT4G22070.1	WRKY DNA-binding protein 31	1.4500**
		**orange1.1g016623m**	**AT1G62300.1**	**WRKY family transcription factor**	0.5791**
miR3446	−1.83050087**	**orange1.1g004633m**	**AT5G66850.1**	**Mitogen-activated protein kinase kinase kinase 5**	1.6310**
		**orange1.1g004928m**	**AT2G25930.1**	**Hydroxyproline-rich glycoprotein family protein**	1.3981**
		**orange1.1g036074m**	**AT4G22200.1**	**Potassium transport 2/3**	1.2999**
miR3946	−1.66667782**	orange1.1g029573m	AT5G47370.1	Homeobox-leucine zipper protein 4 (HB-4)/HD-ZIP protein	0.7342*
		**orange1.1g041705m**	**AT4G25980.1**	**Peroxidase superfamily protein**	1.5621**
		**orange1.1g031837m**	**AT1G08830.1**	**Copper/zinc superoxide dismutase 1**	1.6638**
		orange1.1g016997m	AT1G13310.1	Endosomal targeting BRO1-like domain-containing protein	0.5406**
		**orange1.1g014089m**	**AT1G73390.1**	**Endosomal targeting BRO1-like domain-containing protein**	1.3404**
		**orange1.1g027084m**	**AT3G20560.1**	**PDI-like 5-3**	1.0827*
		**orange1.1g017665m**	**AT3G04070.1**	**NAC domain containing protein 47**	1.6886**
		**orange1.1g010076m**	**AT3G54700.1**	**Phosphate transporter 1;7**	1.7862**
		**orange1.1g034408m**	**AT1G33110.1**	**MATE efflux family protein**	1.5697**
		**orange1.1g027612m**	**AT1G04760.1**	**Vesicle-associated membrane protein 726**	1.2270**
		**orange1.1g027026m**	**AT4G27670.1**	**Heat shock protein 21**	1.3134**
		**orange1.1g020124m**	**AT2G01060.1**	**MYB-like HTH transcriptional regulator family protein**	1.7116**
		orange1.1g011938m	AT3G11440.1	MYB domain protein 65	0.8396**
		**orange1.1g005651m**	**AT1G32640.1**	**Basic helix-loop-helix (bHLH) DNA-binding family protein**	1.3806**
		**orange1.1g012387m**	**AT4G00050.1**	**Basic helix-loop-helix (bHLH) DNA-binding superfamily protein**	1.6480**
		**orange1.1g004509m**	**AT2G45290.1**	**Transketolase**	1.1778*
		orange1.1g033760m	AT2G46690.1	SAUR-like auxin-responsive protein family	0.7430**
miR3953	3.80237602**	**orange1.1g016435m**	**AT5G46590.1**	**NAC domain containing protein 96**	0.7783**
		orange1.1g017142m	AT5G22290.1	NAC domain containing protein 89	1.1842*
miR5037	10.12893993**	**orange1.1g013411m**	**AT2G16980.2**	**Major facilitator superfamily protein**	0.5828**
		**orange1.1g016066m**	**AT2G16990.2**	**Major facilitator superfamily protein**	0.4849**
miR5227	1.8059848**	**orange1.1g031467m**	**AT2G24860.1**	**DnaJ/Hsp40 cysteine-rich domain superfamily protein**	0.4641**
		orange1.1g018585m	AT1G31260.1	Zinc transporter 10 precursor	1.2609**
miR5262	1.64808069**	orange1.1g005832m	AT1G06820.1	Carotenoid isomerase	1.5524**
		**orange1.1g003885m**	**AT5G49890.1**	**Chloride channel C**	0.844**
miR5266	16.22392231**	orange1.1g040022m	AT4G13510.1	Ammonium transporter 1;1	1.2439*
miR5929	−5.83479907**	**orange1.1g005910m**	**AT5G42480.1**	**Chaperone DnaJ-domain superfamily protein**	1.3663**
miR6025	3.39080972**	**orange1.1g005832m**	**AT1G06820.1**	**Carotenoid isomerase**	**0.6716**
		**orange1.1g023118m**	**AT2G21940.4**	**Shikimate kinase 1**	0.7012**
miR6214	−3.978202**	**orange1.1g037661m**	**AT5G37380.4**	**Chaperone DnaJ-domain superfamily protein**	1.2352**
miR6260	−6.8442483**	**orange1.1g010903m**	**AT5G15130.1**	**WRKY DNA-binding protein 72**	3.2313**
		**orange1.1g003752m**	**AT5G42480.1**	**Chaperone DnaJ-domain superfamily protein**	1.3327**
		orange1.1g041599m	AT1G49330.1	Hydroxyproline-rich glycoprotein family protein	0.9023**
		**orange1.1g029026m**	**AT1G64650.1**	**Major facilitator superfamily protein**	1.777**
miR7539	−4.033976**	**orange1.1g002698m**	**AT2G42600.1**	**Phosphoenolpyruvate carboxylase 2**	1.5943**
		**orange1.1g020124m**	**AT2G01060.1**	**MYB-like HTH transcriptional regulator family protein**	1.1878**
miR7841	−10.61512382**	orange1.1g041450m	AT3G42640.1	H^+^-ATPase 8	0.8903**

Both fold change of miRNAs and relative change of target genes are the ratio of B-deficient to –sufficient leaves. The value is an average of at least three biological replicates with three technical replicates; Target genes that had the expected changes in mRNA levels were marked in bold. * and ** indicate a significant difference at *P* < 0.05 and *P* < 0.01, respectively

## Discussion

Evidence shows that miRNAs are involved in the adaptive regulation of higher plants to nutrient deficiencies [8, 13, 17, 19, 24, 27, 37]. Here, we isolated 91 (83 known and 8 novel) up- and 81 (75 known and 6 novel) down-regulated miRNAs from B-deficient leaves (Additional files 3 and 5), indicating that B-deficiency greatly affected the expression profiles of miRNAs in leaves. 

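The number of known miRNAs that passed depended little on the test and strongly on what was counted. With edgeR's exact test and a preset biological coefficient of variation of 0.4 in place of a spread that could not be measured, 71 known miRNAs were higher and 67 lower. Of the 158 that passed on the listed counts, 12 also passed in the same direction on perfectly matched reads, and 146 were not over 10 TPM on such reads. For 127 of the 158, neither library held more than 3 perfectly matched reads. From the number of miRNAs that changed, the paper concludes that B-deficiency had a large effect on miRNA expression in leaves.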

The differentially expressed miRNAs isolated from leaves were more than from roots [i.e., 52 (40 known and 12 novel) up- and 82 (72 known and 10 novel) down-regulated miRNAs] [8]. 

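Table 3 holds 22 miRNAs that the paper reports as changed in both organs, and only the leaf libraries were analysed here. Of the 22, 21 were in the list of known miRNAs of the leaf libraries, and all 21 passed in the leaf direction of Table 3. Their leaf values in Table 3 are log2 ratios of these same counts, so this was fixed in advance. The other one, miR394, has 5 counts in B-deficient and 14 in B-sufficient leaves, or 0.280 and 0.796 TPM, and was below 10 TPM in both.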

The majority of the differentially expressed miRNAs were isolated only from B-deficient roots or leaves, only 22 miRNAs were isolated from the both. Moreover, among the 22 miRNAs, 11 miRNAs in roots and leaves displayed different responses to B-deficiency (Table 3). 

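In leaves, Table 3 gives 11 of the miRNAs as higher and 11 as lower. In the leaf counts, 9 of them are listed at 0 in 1 library and 11 have 3 counts or fewer in 1 library. More than 3 perfectly matched reads in at least 1 leaf library were found for 4 of the 21 in the list of known miRNAs, and those of miR394, which is not in it, were not counted. For miR5211, with 4243 counts in B-deficient leaves and a listed count of 0 in B-sufficient leaves, resembling reads gave a log2 fold change of 3.39, while reads within 2 nt at the ends numbered 5 in B-deficient and 0 in B-sufficient leaves. It is the only one of the 9 that passed on resembling reads. For miR2099, they numbered 13 in B-deficient and 3 in B-sufficient leaves, too few to reach 10 TPM. For 3 of the 9, they were more frequent in the library listed at 0. For miR5534, the log2 fold change was -2.90 (-2.98 to -2.82) on listed counts and 1.34 on perfectly matched reads, which numbered 72 in B-deficient and 28 in B-sufficient leaves. The root libraries were not analysed here.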

In conclusion, many differences existed in B-deficiency-induced changes in miRNA expression profiles between roots and leaves.

**Table 3:** List of differentially expressed miRNAs present in both roots and leaves

MiRNA	Fold change	
	Roots	Leaves
miR418	1.87710209**	2.01596507**
miR4413	3.76410603**	−5.94405631**
miR5037	4.79286276**	10.12893993**
miR3946	5.08067752**	−1.66667782**
miR5259	6.34492626**	−5.83479907**
miR2099	13.49283335**	10.31417531**
miR2622	13.96750818**	10.13868134**
miR2664	14.36084091**	−13.05830635**
miR5266	−1.5614939**	16.22392231**
miR394	−5.15694535**	−1.66667782**
miR3513	−5.84396568**	−7.04650639**
miR5492	−6.7798681**	−5.48597088**
miR5534	−7.1665574**	−2.89672418**
miR5029	−7.43642552**	6.19590225**
miR5211	−8.31439018**	14.53849221**
miR1847	−9.0000212**	10.94295432**
miR158	−10.05808647**	−3.35603222**
miR2921	−10.13114959**	−11.0611889**
miR782	−10.76475548**	−10.08402439**
miR1446	−10.94721705**	5.01671689**
miR5074	−10.94721705**	10.74971862**
miR3443	−11.47199392**	9.96792062**

Data from Additional file 3 and Lu et al. [8]; ** indicates a significant difference at *P* < 0.01

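The listed counts of miR159 (TTTGGATTGAAGGGAGCTCTA) were 1894 in B-deficient and 7695 in B-sufficient leaves, or 106 and 437 TPM. The log2 fold change was -2.04 (-2.11 to -1.97). Perfectly matched reads, 1216 and 5989, gave -2.32. Scaled to the reads of the known miRNAs, the log2 fold change was -1.49, inside the limits.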

We found that *miR159* was down-regulated in B-deficient leaves (Table 2), as previously obtained on salt stressed sugarcane leaves [38]. Patade and Suprasanna showed that the up-regulation of *MYB* at 1 h of salt-stressed sugarcane leaves was accompanied by the down-regulation of *miR159* [38]. However, the expression of *miR159* was up-regulated in P-deficient soybean (*Glycine max*) roots and leaves [39]. MiR159 plays important roles in maintaining leaf phenotype by negatively regulating MYB transcription factors [40]. Dai et al. reported that the expression of *OsMYB3R-2* was induced by various abiotic stresses, and that over-expression of *OsMYB3R-2* enhanced tolerance to freezing, drought, and salt stress in transgenic *Arabidopsis* [41]*.* B-1deficiency affects water uptake into the root, transport through the shoot, and loss of water from the leaves [42]. Thus, B-deficiency-induced down-regulation of *miR159* might increase the expression of *MYB*s (Table 2), thus improving the tolerance of plants to B-deficiency. qRT-PCR showed that all the four *MYBs* target genes (i.e., *MYB domain protein 33*, *MYB domain protein 97*, *MYB-like HTH transcriptional regulator family protein* and *MYB domain protein 65*) were induced by B-deficiency except for the last one. Similarly, the expression levels of *MYB transcription factor (MYBML2)* targeted by miR782, *MYB-like HTH transcriptional regulator family protein* and *MYB domain protein 65* targeted by miR3946, and *MYB-like HTH transcriptional regulator family protein* and *MYB transcription factor (MYBML2)* targeted by miR7539 increased in response to B-deficiency except for *MYB domain protein 65* (Table 2). 

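For miR782, 191 counts are listed in B-sufficient leaves and 0 in B-deficient leaves, so it was at least 64.5-fold lower (P = 9.0e-59, Fisher exact test). It had 3 perfectly matched reads in B-sufficient and 0 in B-deficient leaves. Reads that resemble its sequence gave a log2 fold change of -0.20. Expression of the target genes was not analysed here.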

B-deficiency-induced up-regulation of MYBs in citrus leaves agrees with the previous report that the expression of *MYB85*, *MYB63* and *MYB42* were up-regulated at the slight corking veins and the seriously corky split veins caused by B-deficiency in ‘Newhall’ navel orange (*Citrus sinensis)* leaves [43].

TIR1/AFB2 (TRANSPORT INHIBITOR RESPONSE1/AUXIN SIGNALING F-BOX PROTEIN2) Auxin Receptor (TAAR) family F-box proteins are involved in auxin perception and signaling. The expression of *TAAR* is regulated by miR393 [44]. MiR393 plays a key role in maintaining proper homeostasis of auxin signaling [45]. Si-Ammour et al. showed that miR393 down-regulated all four *TAAR* genes by guiding the cleavage of their mRNAs, leading to the changes in auxin perception and some auxin-related leaf development [44]. Stress-induced increase in *miR393* level may decrease the level of *TIR1*, a positive regulator of growth and development, thereby resulting in attenuation in growth and development during stress conditions [14]. Auxin response factors (ARFs) play a role in relaying auxin signaling at the transcriptional level by inducing mainly three groups of genes [i.e., Aux/IAA (Auxin/indole-3-acetic acid), GH3 and small auxin-up RNA (SAUR)] [46, 47]. MiR160 is predicted to target *ARF10, ARF16* and *ARF17*. MiR160-directed regulation of *Arabidopsis ARF17* is necessary for the normal growth and development of many organs, proper GH3-like gene expression and perhaps auxin distribution, while the *ARF10* and *ARF16* knockout mutants do not display obvious developmental anomalies [48]. Weakened plant growth and reduced metabolic rate are common survival strategies employed to divert energy and other resources to deal with stress conditions. It has been suggested that the stress-induced up-regulation of *miR393* and *miR160* might lead to the attenuation of plant growth and development under stress by repressing auxin signaling due to decreased *TIR1* level and by suppressing the ARF-mediated gene expression, respectively, thus promoting plant stress tolerance [47]. Therefore, B-deficiency-induced up-regulation of leaf *miR393* and *miR160* might be an adaptive response of plants to B-deficiency, because the expression of the three genes targeted by miR160 and *TIR1*, *AFB1, AFB2* and *AFB3* targeted by miR393 was down-regulated by B-deficiency except for *AFB3* (Table 2). Similarly, the expression of *SAUR-like auxin-responsive protein family* targeted by miR3946 was down-regulated in B-deficient leaves despite decreased expression of *miR3946* (Table 2). By contrast, root *miR3946* was up-regulated by B-deficiency [8].

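Counts of miR393 (TCATGCGATCCCTTCGGAATT) were 1977 in B-deficient and 614 in B-sufficient leaves, a log2 fold change of 1.67 (1.54 to 1.80; P = 4.9e-162, Fisher exact test). Its perfectly matched reads numbered 1579 and 451, a log2 fold change of 1.79. For miR160 (GCGTACGAGGAGCCAAGCATA), the counts were 18548 and 5197, and the log2 fold change was 1.82 (1.77 to 1.86). On its 16827 and 4002 perfectly matched reads, the value was 2.05.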

Leaf *miR164* was down-regulated by B-deficiency (Table 2), as previously observed on transient low nitrate-stressed maize leaves [28]. 

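The library of B-deficient leaves held 9464 counts of miR164 (TGGAGAAGCAGGGCACGTGCA) and that of B-sufficient leaves 45465. This is a log2 fold change of -2.28 (-2.32 to -2.25). Perfectly matched reads numbered 8822 and 42497, and gave -2.29.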

Water stress led to decreased expression of *miR164* in cassava (*Manihot esculenta*) leaves, while its target gene *MesNAC (No Apical Meristem)* was strongly induced [49]. As expected, the expression of *NAC domain transcriptional regulator superfamily protein* and *NAC domain containing protein 100* was induced in B-deficient leaves, while the expression of *NAC domain containing protein 1* was depressed (Table 2). Over-expression of *SNAC1* and *OsNAC6* conferred drought and salt tolerance in rice [50, 51]. *SINAC4*-RNAi tomato plants became less tolerant to salt and drought stress [52]. Therefore, the down-regulation of *miR164* in B-deficient leaves might be involved in the B-deficiency tolerance of plants by improving the expression of *NAC*. However, Xu et al. found that *miR164* was up-regulated in maize leaves under chronic N limitation, and suggested that *miR164* might function in remobilizing the N from old to new leaves to cope with the N-limiting condition *via* accelerating senescence due to decreased expression of NAC [28].

Leaf *miR408* was down-regulated by B-deficiency (Table 2), as previously reported on N-deficient seedlings of *Arabidopsis* [27]. 

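miR408 (ACGGGGAACAGGCAGAGCATG) was counted at 635 TPM in B-deficient and 3739.5 TPM in B-sufficient leaves, from 11319 and 65804 reads. Its log2 fold change was -2.56 (-2.59 to -2.53). With the 6074 and 30717 perfectly matched reads, it was -2.36.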

MiR408 targets genes encoding Cu containing proteins such as Cu/Zn SODs (CSDs), plantacyanin and several laccases [23]. Abdel-Ghany and Pilon observed that *miR408* was induced under Cu starvation to down-regulate target gene expression and to save Cu for the most essential functional protein, concluding that might play a role in the regulation of Cu homeostasis [22]. Although B-deficiency decreased leaf concentration of Cu, its level was not lower than the sufficiency range of Cu in citrus leaves [53]. Thus, B-deficiency-induced decrease in *miR408* might be advantageous to plant survival under B-deficiency by regulating Cu homeostasis and improving antioxidant (SOD) activity, because the expression of its four target genes was induced by B-deficiency except for *laccase 12* (Table 2). Indeed, SOD activity was higher in B-deficient *C. sinensis* leaves than in B-sufficient ones [54]. Also, *SOD* expression was up-regulated in B-deficient *Medicago truncatula* root nodules [55].

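Of miR477 (ACCTCCCTCGAAGGCTTCCAA), 1433 reads were counted in B-deficient and 100 in B-sufficient leaves, a log2 fold change of 3.82 (3.53 to 4.11; P = 3.6e-299, Fisher exact test). Perfectly matched reads numbered 1098 in B-deficient and 3 in B-sufficient leaves. For miR1446 (CGAACTCTCTCCCTCAACGGC), 8594 and 262 reads were counted, a log2 fold change of 5.02 (4.84 to 5.19). On perfectly matched reads, 7603 and 240, it was 4.97.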

Leaf *miR477* was up-regulated by B-deficiency (Table 2), as previously reported on salt-stressed *Populus cathayana* plantlets [56]. NAC and GRAS transcription factors are target genes of *miR477. NAC* is involved in developmental process and stress responses [56], while GRAS proteins play a role in signal transduction and the maintenance and development of meristems [57]. Also, *GRAS* is the target gene of miR1446 (Table 2), miR170 and miR171 [58], and *NAC* is the target gene of miR164, miR3953 and miR3946 (Table 2). This indicates the complex regulation in plant development and stress response.

WRKY proteins play important roles in plant responses to (a)biotic stresses, allowing plants to adapt to unfavorable environmental conditions including B-deficiency [59, 60]. Our results showed that leaf transcript of *miR6260* decreased in response to B-deficiency accompanied by increased expression of its target gene: *WRKY DNA-binding protein 72* (Table 2), which agrees with the previous reports that *WRKY3 DNA binding protein* expression was induced in B-deficient *M. truncatula* root nodules [55] and that *WRKY6* was up-regulated in B-deficient *Arabidopsis* roots [60]. 

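Under miR6260 (TGGAGTGGGAGTGGGAGT), 55 reads were counted in B-deficient and 6237 in B-sufficient leaves, a log2 fold change of -6.84 (-7.23 to -6.46). Perfectly matched reads numbered 2 and 3. Resembling reads gave a log2 fold change of -0.20. The most abundant resembling tag, GTGGAGTGGGAGTGGGAGTAGGTT, contains the listed sequence and had 283 reads in B-sufficient leaves and a log2 fold change of -0.28.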

Over-expression of various *WRKY* conferred tolerance to different abiotic stresses in different plant species, possible through the regulation of the reactive oxygen species system [61, 62]. Transgenic *Nicotiana benthamiana* plants over-expressing *GhWRKY39* had enhanced tolerance to salt and oxidative stress and increased expression of genes encoding antioxidant enzymes such as SOD, ascorbate peroxidase (APX), catalase (CAT) and glutathione-S-transferase (GST) [62]. Thus, leaf expression levels of antioxidant enzyme genes might be increased in response to B-deficiency. This agrees with our report that B-deficient citrus leaves had higher activities of SOD, APX, MDAR and GR [54]. Heat shock proteins (HSPs)/chaperones function in protecting plants against various stresses. As expected, the expression of *miR6260* was down-regulated in B-deficient leaves accompanied by increased expression of its one target gene: *chaperone DnaJ-domain superfamily protein* (Table 2). Similarly, leaf expression levels of *miR5929* and *miR6214* were decreased by B-deficiency accompanied by increased expression levels of their corresponding target genes: *DnaJ-domain superfamily protein* (AT5G42480.1 and AT5G37380.4; Table 2). However, the expression of *heat shock transcription factor A6B* targeted by miR2099 were inhibited in B-deficient leaves despite down-regulated expression of *miR2099* (Table 2). 

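For miR6214, 83 counts are listed in B-deficient and 1291 in B-sufficient leaves, a log2 fold change of -3.98 (-4.30 to -3.66; P = 7.5e-283, Fisher exact test). Resembling reads gave -0.11. The name miR5929 is not in the count table, and miR5259 has the fold change that Table 2 gives for miR5929. Under miR5259, 9 reads were counted in B-deficient and 507 in B-sufficient leaves, a log2 fold change of -5.83 (-6.77 to -4.90; P = 1.4e-138, Fisher exact test). It had 0 and 1 perfectly matched reads, and its resembling reads gave 0.37.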

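miR2099 has 227 counts in B-deficient leaves and is listed at 0 in B-sufficient leaves, so the listed count was at least 74.7-fold higher in B-deficient leaves (P = 2.2e-68, Fisher exact test). A single perfectly matched read, from B-deficient leaves, was found. The most abundant resembling tag had 13 reads in B-deficient and 3 in B-sufficient leaves.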

Hydroxyproline-rich glycoproteins (HRGPs) are the most abundant cell wall structural proteins in dicotyledonous plants [63]. Hall and Cannon demonstrated that the cell wall HRGP RSH was required for normal embryo development in *Arabidopsis* [64]. Bonilla et al. observed that B-deficiency-induced aberrant cell walls of bean root nodules lacked covalently bound HRGPs [65]. Here, the expression of *HRGP family protein* (AT2G25930.1), a target gene of *miR3446*, was up-regulated in B-deficient leaves (Table 2), thus enhancing plant tolerance to B-deficiency. However, *miR3446* was down-regulated in B-deficient leaves, but its target gene (*HRGP family protein*; AT1G49330.1) was also depressed (Table 2).

B-deficiency lowered leaf expression level of *miR158* (Table 2), as previously obtained on N-deficient *Arabidopsis* seedlings [27] and B-deficient citrus roots [8]. 

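The counts under miR158 were 19 in B-deficient and 192 in B-sufficient leaves, a log2 fold change of -3.36 (-4.03 to -2.68; P = 1.1e-37, Fisher exact test). Its sequence had 0 perfectly matched reads in B-deficient and 2 in B-sufficient leaves. On resembling reads the log2 fold change was -0.54.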

The down-regulation of *miR158* means that its target genes: *SPFH/Band 7/PHB domain-containing membrane-associated protein family*, *fucosyltransferase 2* and *lipase class 3 family protein* might be up-regulated in B-deficient leaves. However, qRT-PCR showed that the expression of the former two target genes was induced by B-deficiency, while the last one was down-regulated (Table 2). Lu et al. reported that *fucosyltransferase 2* and *lipase class 3 family protein* were down-regulated in B-deficient citrus roots accompanied by decreased expression of *miR158* [8].

The major facilitator superfamily (MFS) is the largest group of transport carriers, which are often coupled to the movement of another ion [66]. Kaya et al. reported that *ATR1*, which encodes a multidrug resistance transport protein of the MFS, was responsible for most of the tolerance of high B in *Saccharomyces cerevisiae*, concluding that ATR1 was a B exporter [67]. In this study, leaf *miR5037* was induced by B-deficiency accompanied by decreased expression of its target gene: *MFS protein* (Table 2), thus decreasing B export from plants and improving plant tolerance to B-deficiency.

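miR5037 has 3404 counts in B-deficient and 3 in B-sufficient leaves, at least 1119.8-fold higher in the former. Only 1 perfectly matched read was found over both libraries, in B-deficient leaves. The most abundant resembling tag had 405 reads in B-deficient and 846 in B-sufficient leaves, and all resembling reads gave a log2 fold change of -0.99.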

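The listed counts of miR5266 passed as higher in B-deficient leaves, and its resembling reads gave a log2 fold change of -0.67. Its most abundant resembling tag, CGGCCGGGGGACGGACTGGGA, had 2762 reads in B-deficient leaves and a log2 fold change of 4.13, in the listed direction. The tag differs from the listed sequence by T11A, with positions counted from 1 at the 5′ end of the listed sequence.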

We found that leaf *miR5266* was induced by B-deficiency accompanied by increased expression of its target gene: *ammonium transporter 1;1* (Table 2), which disagrees with our report that the abundance of *miR5266* was lower in B-deficient citrus roots than in controls, while the expression level of *ammonium transporter 1;1* was higher in the former [8].

We observed that *miR3946* was inhibited in B-deficient leaves (Table 2), which disagrees with the previous report that *miR3946* was induced in B-deficient *C. sinensis* roots [8]. 

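For miR3946 (GTAGAGAGAGAGAGAGAGAGCAA), 135 and 423 reads were counted in B-deficient and B-sufficient leaves, a log2 fold change of -1.67 (-1.95 to -1.39; P = 1.6e-36, Fisher exact test). Perfectly matched reads numbered 3 and 11. Scaled to the reads of the known miRNAs, the log2 fold change was -1.12, inside the limits. On resembling reads it was 0.0077.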

All the 17 target genes targeted by miR3946 were induced by B-deficiency except for *homeobox-leucine zipper protein 4 (HB-4)/HD-ZIP protein*, *endosomal targeting BRO1-like domain-containing protein* (AT1G13310.1), *MYB domain protein 65* and *SAUR-like auxin-responsive protein family* (Table 2). Previous studies showed that B-deficiency increased the expression levels of some transport-related genes and the abundances of some transport-related proteins in citrus roots [5, 8], thus improving the tolerance of plants to B-deficiency. *BOR1*, an efflux-type B transporter for xylem loading, play a key role in the tolerance of plants to low B. *Arabidopsis bor1-1* mutant was more sensitive to B-deficiency than the wild type [68]. *Oryza sativa BOR1* has been demonstrated to be required for B acquisition by roots and translocation of B into shoots [69]. Thus, B-deficiency-induced up-regulation of leaf *endosomal targeting BRO1-like domain-containing protein* (AT1G73390.1), *phosphate transporter 1;7*, *MATE efflux family protein*, *vesicle-associated membrane protein 726* (targeted by miR3946), *potassium transport 2/3* (targeted by miR3446), *ammonium transporter 1;1* (targeted by miR5266), *Zn transporter 10 precursor* (targeted by miR5227) and *cation/H*^*+*^*exchanger 25* (targeted by miR2648) involved in cell transport (Table 2) might contribute to the tolerance of citrus to B-deficiency. 

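miR2648 has 611 counts in B-sufficient leaves and is listed at 0 in B-deficient leaves, at least 206-fold lower (P = 2.1e-186, Fisher exact test). It had 1 perfectly matched read, in B-sufficient leaves. Its resembling reads gave a log2 fold change of 0.47. Their most abundant tag had 7 reads in B-deficient and 5 in B-sufficient leaves and the same log2 value. These are too few to show a direction. For miR5227, 2721 reads were counted in B-deficient and 768 in B-sufficient leaves, a log2 fold change of 1.81 (1.69 to 1.92; P = 2.7e-248, Fisher exact test). Its perfectly matched reads, 64 and 30, gave 1.07, and its resembling reads gave 1.64.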

HD-ZIP transcription factors are found only in plants. The expression of *Hahb-4*, a member of *Helianthus annuus* (sunflower) subfamily I, strongly increased in water-stressed sunflower [70]. Subsequent study showed transgenic *Arabidopsis* plants over-expressing *Hahb-4* were more tolerant to drought by delaying the onset of senescence [71]. Huang et al. demonstrated that *PtrbHLH*, a basic helix-loop-helix transcription factor of *Poncirus trifoliata* might play a crucial role in cold tolerance *via* positively regulating peroxidase (POD)-mediated ROS scavenging [72]. Transketolase is a key enzyme of the pentose phosphate pathway (PPP) in plant cells. Our finding that *transketolase* was up-regulated in B-deficient leaves agrees with the report that transketolase activity in maize moderately increased in response to salt or oxidative stress [73]. In citrus, PPP has been suggested to play a role in the tolerance of plants to B-deficiency by providing reducing power (NADPH) and enhancing the antioxidant capacity [4]. Protein disulfide isomerases (PDIs), which act as molecular chaperones, play a role in the formation of proper disulfide bonds during protein folding [74]. Over-expression of a protein disulfide isomerase-like protein (PDIL) gene conferred Hg tolerance in transgenic plants, which had higher antioxidant capacity and lower levels of superoxide anion radicals, H_2_O_2_ and malondialdehyde (MDA) [75]. As shown in Table 2, the expression level of *PDIL5-3* targeted by miR3946 was increased in B-deficient leaves. To conclude, down-regulation of *miR3946* in B-deficient leaves might be an adaptive response of plants to B-deficiency.

Carotenoid (Car) isomerase (CRTISO), which catalyzes the isomerization of poly-*cis*-carotenoids to all *trans*-carotenoids in higher plants, is a regulatory step for Car biosynthesis. *Arabidopsis* mutants of *crtiso* had increased accumulation of poly-*cis*-carotenoids and reduced lutein concentration [76, 77]. Here, the expression of *miR6025* was increased and its one target gene: *CRTISO* was decreased in B-deficient leaves (Table 2), thus impairing Car biosynthesis. This agrees with our report that B-deficient citrus leaves had lower Car concentration [54]. 

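Reads counted under miR6025 (TACCAACAAGAGATGAACATT) numbered 457 in B-deficient and 43 in B-sufficient leaves, a log2 fold change of 3.39 (2.94 to 3.84; P = 2.2e-87, Fisher exact test). There were 3 perfectly matched reads in B-deficient leaves and 0 in B-sufficient leaves. On resembling reads the log2 fold change was 1.12, inside the limits.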

Plant phenolic secondary metabolites and their precursors are synthesized *via* the pathway of shikimate biosynthesis [78]. Shikimate kinase, a key enzyme for the biosynthesis of polyphenols, catalyzes the fifth reaction of the shikimate pathway. As shown in Table 2, the expression level of *shikimate kinase 1* was down-regulated in B-deficient leaves and the expression of *miR6025*, which targets the gene, was up-regulated. This disagrees with our report that B-deficient citrus leaves displayed increased accumulation of phenolics [4].

Mitogen-activated protein kinase (MAPK) cascades play important roles in plant response to various stresses. Each MAPK cascade consists of MAPKs, MAPK kinases (MAPKKs), and MAPKK kinases (MAPKKKs). In plants, MAPKKKs have been shown to be involved in various stresses. Ning et al. showed that transgenic rice plants over-expressing *DSM1* (a putative MAPKKK gene in rice) displayed higher tolerance to dehydration at the seedling stage by regulating ROS scavenging [79]. In this study, leaf transcript of *miR3446* was decreased by B-deficiency and its target gene *(MAPKKK5*) was up-regulated under B-deficiency. This agrees with the report that *MAPKKK genes* were induced by drought, heat, salt, cold, IAA and jasmonic acid (JA) in *Arabidopsis* [80].

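The reads counted under miR3446 (CTGGAAGCAACTGTGGCACGG) numbered 2762 in B-deficient and 9695 in B-sufficient leaves, a log2 fold change of -1.83 (-1.89 to -1.77). Perfectly matched reads numbered 2 and 7. Scaled to the reads of the known miRNAs, the value was -1.28, inside the limits. Reads within 2 nt of its ends gave a log2 fold change of 0.86. The most abundant resembling tag, CTGGATGCAACTGTGGTACGG, differs by A6T and C17T, counted from 1 at the 5′ end of the listed sequence, and had 4059 reads in B-deficient and 827 in B-sufficient leaves.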

Our finding that leaf expression level of *miR7539* decreased in response to B-deficiency, and its target gene (*phosphoenolpyruvate carboxylase, PEPC*) was induced by B-deficiency (Table 2). This agrees with our report that B-deficient citrus leaves had increased activity of PEPC and dark respiration [4].

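For miR7539 (AGAGAGAGAGAGGACAAGG), 18 reads were counted in B-deficient and 291 in B-sufficient leaves, a log2 fold change of -4.03 (-4.71 to -3.35; P = 1.2e-65, Fisher exact test). Its perfectly matched reads numbered 0 and 2, and its resembling reads gave a log2 fold change of 0.69.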

## Conclusion

We identified 734 known and 71 novel miRNAs from B-sufficient and -deficient citrus leaves using Illumina sequencing, and obtained 91 (83 known and 8 novel) up- and 81 (75 known and 6 novel) down-regulated miRNAs from B-deficient citrus leaves. Obviously, the expression of miRNAs was greatly altered in B-deficient leaves, which might play a role in the tolerance of plants to B-deficiency. In this study, we proposed a model for the responses of leaf miRNAs to B-deficiency by integrating the present results with the data available in the previous literatures (Fig. 4). The adaptive responses of leaf miRNAs to B-deficiency might be associated with several aspects: (*a*) attenuation of plant growth and development by down-regulating *TIR1*, *ARF* and *AFB* due to up-regulated miR393 and miR160, and by lowering the expression of *SAUR-like auxin-responsive protein family* targeted by miR3946, thus enhancing plant stress tolerance; (*b*) improving the expression of *NACs* due to decreased expression *miR159*, *miR782*, *miR3946* and *miR7539*, hence maintaining leaf phenotype and enhancing the stress tolerance; (*c*) activation of the stress responses and antioxidant system due to decreased expression of *miR164*, *miR6260*, *miR5929*, *miR6214*, *miR3946* and *miR3446*; (*d*) decreased expression of *MFS* resulting from increased expression of *miR5037*, thus lowering B export from plants. In addition, B-deficiency-induced down-regulation of *miR408* might be involved in the tolerance of plants to B-deficiency by regulating Cu homeostasis and enhancing SOD activity. In conclusion, our study reveals some adaptive mechanisms of citrus to B-deficiency.

**Fig. 4:**
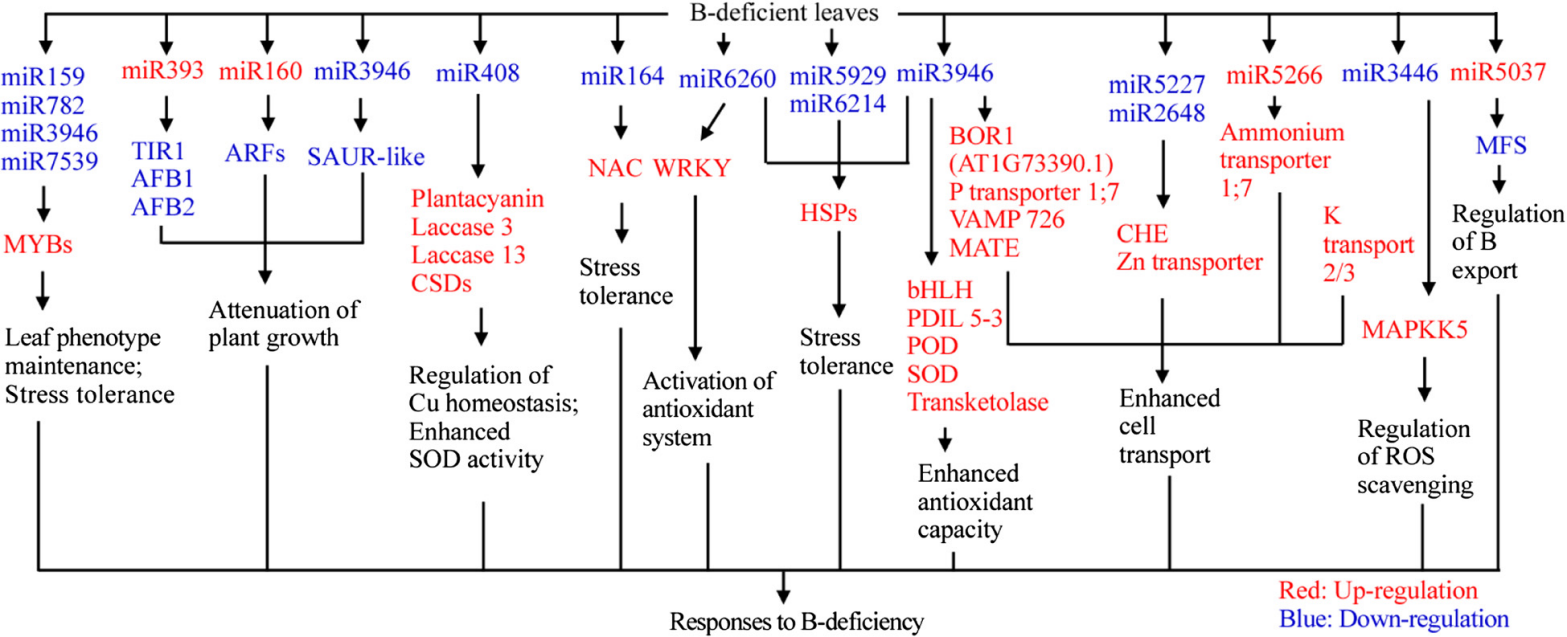
A potential model for the roles of miRNAs in the tolerance of citrus plants to B-deficiency. VAMP 726: vesicle-associated membrane protein 726; CHE: cation/H^+^ exchanger 25

## Methods

### Plant culture and B treatments

Both plant culture and B treatments were performed according to Yang et al. [5] and Lu et al. [8]. Briefly, 15-week-old seedlings of ‘Xuegan’ [*Citrus sinensis* (L.) Osbeck] grown in 6 L pots (two seedlings per pot) containing fine river sand were supplied every other day until dripping with B-deficient (0 μM H_3_BO_3_) or -sufficient (10 μM H_3_BO_3_) nutrient solution for 15 weeks. There were 10 replications per B treatment with 2 pots in a completely randomized design. At the end of the experiment, fully-expanded leaves from different replicates and treatments were collected at noon under full sun and frozen immediately in liquid N_2_. Leaf samples were stored at −80 °C until extraction. It’s worth mentioning that *C. sinensis* is polyembryonic seed development, an apomictic process in which many embryos are initiated directly from the maternal nucellar cells surrounding the embryo sac containing a developing zygotic embryo [81].

### Isolation of leaf sRNAs, library construction and Illumina sequencing

About 0.1 g mixed frozen B-sufficient and -deficient leaves from five replications were used to extract RNA. Total RNA was extracted from frozen leaves using TRIzol reagent (Invitrogen, Carlsbad, CA) following manufacturer’s instructions. Two sRNA libraries were constructed according to Lu et al. [8]. High throughput sequencing was performed on a Solexa sequencer (Illumina) at the Beijing Genomics Institute (BGI), Shenzhen, China.

### sRNA annotation and miRNA identification

Both sRNA annotation and miRNA identification were performed according to Lu et al. [8]. Briefly, software developed by the BGI was used to deal with the raw data from the Solexa sequencing. Clean reads were then used to analyze length distribution and common/specific sequences. Thereafter, the clear reads were mapped to *C. sinensis* genome (JGIversion 1.1, http://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Csinensis) using SOAP, only perfectly mapped sequences were retained and analyzed further. rRNAs, tRNAs, snRNAs and snoRNAs were removed from the sRNAs sequences through BLASTn search using NCBI Genebank database (http://www.ncbi.nlm.nih.gov/blast/Blast.cgi/) and Rfam (12.0) database (http://www.sanger.ac.uk/resources/databases/rfam.html) (*e* = 0.01). The remaining sequences were aligned with known plant miRNAs from miRBase 21 (http://www.mirbase.org/). Only the perfectly matched sequences were considered to be conserved miRNAs. Reads that were not annotated were used to predict novel miRNAs using a prediction software Mireap (http://sourceforge.net/projects/mireap/), which was developed by the BGI, by exploring the secondary structure, the Dicer cleavage site and the minimum free energy of the unannotated small RNA tags which could be mapped to genome. In addition, we used MTide: an integrated tool for the identification of miRNA-target interaction in plants (http://bis.zju.edu.cn/MTide) [82] and DNAMAN 8 (http://www.lynnon.com/pc/framepc.html) to predict novel miRNA. Only these miRNA candidates that were simultaneously predicted by the three softwares were considered to be real novel miRNAs.

### Differential expression analysis of miRNAs

Both the fold change between B-deficiency and -sufficiency and the *P*-value were calculated from the normalized expression of TPM [83]. A 1.5 log2-fold cut-off was set to determine up- and down-regulated miRNAs in addition to a *P*-value of less than 0.01 [8].

### Target prediction of miRNAs

This was performed by RNAhybrid based on rules suggested by Allen et al. [84] and Schwab et al. [85].

### Functions of the potential targets of the differentially expressed miRNAs

All targets of the differentially expressed miRNAs were mapped to GO terms in the database (http://www.geneontology.org/), and calculated gene numbers for each term. The GO results were expressed as three categories: cellular component, molecular function, biological process [8].

### Validation of miRNA expression by stem-loop qRT-PCR

The detection of miRNA expression was performed using stem-loop qRT-PCR method, stem-loop primers for reverse transcription and primers for qRT-PCR were listed in Additional file 8. Total RNA was reversetranscribed using Taqman® MicroRNA Reverse Transcription Kit (USA), and SYBR® Premix Ex Taq™ II (Takara, Japan) kit was used for qRT-PCR. MiRNA special (forward) primers were designed according to the miRNA sequence but excluded the last six nucleotides at 3’ end of the miRNA. A 5’ extension of several nucleotides, which was chosen randomly and relatively GC-rich, was added to each forward primer to increase the melting temperature [86]. All the primers were assigned to Primer Software Version 5.0 (PREMIER Biosoft International, USA) to assess their quality. For qRT-PCR, 20 μL reaction solution contained 10 μL ready-to-use SYBR® Premix Ex TaqTM II (Takara, Japan), 0.8 μL 10 μM miRNA forward primer, 0.8 μL 10 μM Uni-miR qPCR primer, 2 μL cDNA template and 6.4 μL dH_2_O. The cycling conditions were 60 s at 95 °C, followed by 40 cycles of 95 °C for 10 s, 60 °C for 30 s. qRT-PCR was performed on the ABI 7500 Real Time System. Samples for qRT-PCR were run in at least three biological replicates with two technical replicates. Relative miRNA expression was calculated using ddCt algorithm. For the normalization of miRNA expression, *actin* (AEK97331.1) was used as an internal standard and the leaves from control plants were used as reference sample, which was set to 1.

### qRT-PCR analysis of miRNA target gene expression

Total RNA was extracted from frozen B-sufficient and -deficient leaves using TRIzol reagent (Invitrogen, Carlsbad, CA) following manufacturer’s instructions. The sequences of the F and R primers used were given in Additional file 9. qRT-PCR analysis of miRNA target gene expression was performed using a ABI 7500 Real Time System according to Lu et al. [8].

### Experimental design and statistical analysis

There were 20 pot seedlings per treatment in a completely randomized design. Experiments were performed with 3 replicates. Differences among treatments were separated by the least significant difference (LSD) test at *P* < 0.05 level.

### Availability of data and materials

“The data set supporting the results of this article are available in the Gene Expression Omnibus repository under accession no GSE72108 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72108)”. The mature miRNA and precursor sequences will be submitted to miRBase registry and assigned final names after final acceptance of the manuscript.

## Additional files

Additional file 1:
**Length distribution of small RNAs from control and B-deficient leaves of** ***Citrus sinensis*** **seedlings.** (DOC 81 kb) Additional file 2:
**List of known miRNAs in** ***Citrus sinensis*** **leaves.** (DOC 1525 kb) Additional file 3:
**List of known miRNAs in** ***Citrus sinensis*** **leaves after removing these miRNAs with normalized read-count less than 10 TPM in the two miRNA libraries constructed from control and B-deficient leaves.** (DOC 452 kb) Additional file 4:
**List of novel miRNAs in** ***Citrus sinensis*** **leaves.** (DOC 158 kb) Additional file 5:
**List of novel miRNAs in** ***Citrus sinensis*** **leaves after removing these miRNAs with normalized read-count less than 10 TPM in two miRNA libraries constructed from control and B-deficient leaves.** (DOC 69 kb) Additional file 6:
**List of target genes for parts of known miRNAs in** ***Citrus sinensis*** **leaves.** (DOC 198 kb) Additional file 7:
**List of target genes for parts of novel miRNAs in** ***Citrus sinensis*** **leaves.** (DOC 33 kb) Additional file 8:
**List of stem loop qRT-PCR primers.** (DOC 61 kb) Additional file 9:
**Specific primer pairs used for qRT-PCR expression analysis of selected miRNA target genes.** (DOC 160 kb)

# Supplementary material for: Boron-deficiency-responsive microRNAs and their targets in Citrus sinensis leaves
**Source:** BMC Plant Biol. 2015 Nov 4;15:271. doi: 10.1186/s12870-015-0642-y
**Supplement:** Additional file 1: — Length distribution of small RNAs from control and B-deficient leaves of Citrus sinensis seedlings.

**Additional file 1: Length distribution of small RNAs from control and B-deficient leaves of *Citrus sinensis* seedlings.**

# Supplementary material for: Boron-deficiency-responsive microRNAs and their targets in Citrus sinensis leaves
**Source:** BMC Plant Biol. 2015 Nov 4;15:271. doi: 10.1186/s12870-015-0642-y
**Supplement:** Additional file 2: — List of known miRNAs in Citrus sinensis leaves.

**Additional file 2: List of known miRNAs in *Citrus sinensis* leaves**.

* and ** indicates a significant difference at *P* < 0.05 and *P* < 0.01, respectively.

# Supplementary material for: Boron-deficiency-responsive microRNAs and their targets in Citrus sinensis leaves
**Source:** BMC Plant Biol. 2015 Nov 4;15:271. doi: 10.1186/s12870-015-0642-y
**Supplement:** Additional file 3: — List of known miRNAs in Citrus sinensis leaves after removing these miRNAs with normalized read-count less than 10 TPM in the two miRNA libraries constructed from control and B-deficient leaves.

**Additional file 3: List of known miRNAs in *Citrus sinensis* leaves after removing these miRNAs with normalized read-count less than 10 TPM in the two miRNA libraries constructed from control and B-deficient leaves.**

A 1.5 log2-fold cut-off was set to determine up-regulated and down-regulated miRNAs in addition a P-value of less than 0.01. * and ** indicate a significant difference at *P* < 0.05 and *P* < 0.01, respectively.

# Supplementary material for: Boron-deficiency-responsive microRNAs and their targets in Citrus sinensis leaves
**Source:** BMC Plant Biol. 2015 Nov 4;15:271. doi: 10.1186/s12870-015-0642-y
**Supplement:** Additional file 4: — List of novel miRNAs in Citrus sinensis leaves.

**Additional file 4: List of novel miRNAs in *Citrus sinensis* leaves.**

* and ** indicates a significant difference at *P* < 0.05 and *P* < 0.01, respectively.

# Supplementary material for: Boron-deficiency-responsive microRNAs and their targets in Citrus sinensis leaves
**Source:** BMC Plant Biol. 2015 Nov 4;15:271. doi: 10.1186/s12870-015-0642-y
**Supplement:** Additional file 5: — List of novel miRNAs in Citrus sinensis leaves after removing these miRNAs with normalized read-count less than 10 TPM in two miRNA libraries constructed from control and B-deficient leaves.

**Additional file 5: List of novel miRNAs in *Citrus sinensis* leaves after removing these miRNAs with normalized read-count less than 10 TPM in two miRNA libraries constructed from control and B-deficient leaves.**

| miRNA | Sequence | Expressed | | Normalized read count | | Fold change |
| --- | --- | --- | --- | --- | --- | --- |
| Control | B-deficiency | Control | B-deficiency |
| ***Up-regulated miRNAs*** | |  |  |  |  |  |
| novel_mir_95 | GTTCTCAGGTCGCCCCTGTGGGA | 0 | 35672 | 0.01 | 2000.6768 | 17.6101286** |
| novel_mir_127 | AGGGACAAGCTAAAAGACCAA | 0 | 1442 | 0.01 | 80.8751 | 12.98147988** |
| novel_mir_35 | TTCAATAAAGCTGTGGGAAG | 0 | 1242 | 0.01 | 69.658 | 12.76607334** |
| novel_mir_59 | TGTTGGAACGGCTCAATCAAA | 0 | 649 | 0.01 | 36.3994 | 11.82969895** |
| novel_mir_132 | CTGGATGCAACTGTGACACGG | 0 | 448 | 0.01 | 25.1262 | 11.29497678** |
| novel_mir_167 | CTGAAAAGGAATGCTGGTCAA | 0 | 181 | 0.01 | 10.1514 | 9.98746299** |
| novel_mir_84 | GGAAACCCTAGGGGGAGGTCG | 7 | 386 | 0.3978 | 21.6489 | 5.76610664** |
| novel_mir_52 | TTGTGGTAGATTGTTTGCTTA | 337 | 971 | 19.151 | 54.4589 | 1.50774812** |
|  |  |  |  |  |  |  |
| ***Down-regulated miRNAs*** | |  |  |  |  |  |
| novel_mir_236 | CCGCAGGGGCGACATGAGATC | 64485 | 0 | 3664.5434 | 0.01 | -18.48327393** |
| novel_mir_237 | TAGATAACGGATTAACGGCTA | 2237 | 0 | 127.1239 | 0.01 | -13.63394767** |
| novel_mir_211 | TCGCAGGGGAGATGGGACCAAC | 393 | 0 | 22.3333 | 0.01 | -11.12498073** |
| novel_mir_224 | AGCAGGAAAGTGGCTGGTTGA | 213 | 0 | 12.1043 | 0.01 | -10.24130393** |
| novel_mir_134 | GTGACAGAAGATAGAGAGCGC | 31929 | 2749 | 1814.4562 | 154.1786 | -3.55686279** |
| novel_mir_121 | CTGACAGCGGCTGTACTGTAGT | 7288 | 2559 | 414.1613 | 143.5224 | -1.52891683** |
|  |  |  |  |  |  |  |
| ***Equally expressed miRNAs*** | |  |  |  |  |  |
| novel_mir_111 | TGCTTGTTGATTGTCATCTAA | 3904 | 1570 | 221.8559 | 88.054 | -1.33316247** |
| novel_mir_187 | CTGATGAGAGAGCGAATGATA | 1264 | 512 | 71.8304 | 28.7157 | -1.32275482** |
| novel_mir_106 | TTTCTCTTATCGTTATCTGT | 30878 | 13876 | 1754.7301 | 778.2404 | -1.17296136** |
| novel_mir_99 | TTCCACCAAAGCATTCATTTCC | 469 | 229 | 26.6523 | 12.8435 | -1.05322163** |
| novel_mir_89 | TCCCTACTCCACCCATGCCATA | 3693 | 7785 | 209.8652 | 436.6245 | 1.05693013** |
| novel_mir_182 | GCTCAAGAATGCCGTGGGAAA | 432 | 221 | 24.5496 | 12.3949 | -0.985953 |
| novel_mir_10 | ATGGGGAGTAGCTGCGCGGTG | 2327 | 1426 | 132.2384 | 79.9777 | -0.725471 |
| novel_mir_24 | GGTCATGGGAGGATTGGCGAGA | 75153 | 53188 | 4270.7829 | 2983.0679 | -0.517704 |
| novel_mir_175 | GCTGTAGAAAGGCCCCTCAAC | 9479 | 7771 | 538.6711 | 435.8393 | -0.305608 |
| novel_mir_191 | TGAGGGAAGAGCTTAGAAGG | 1063 | 952 | 60.408 | 53.3933 | -0.178081 |
| novel_mir_8 | TAATATAGGAATAAATTGGACA | 356 | 334 | 20.2307 | 18.7325 | -0.111003 |
| novel_mir_168 | TAATCGTGGGAGACGAAGCTG | 11985 | 14651 | 681.0817 | 821.7066 | 0.270795 |
| novel_mir_128 | CTGGAGACAACTGTGGTACGG | 308 | 386 | 17.503 | 21.6489 | 0.306692 |
| novel_mir_22 | AATGGGAGGCTTGGCAAGAAG | 3513 | 5069 | 199.6362 | 284.2967 | 0.510024 |

A 1.5 log2-fold cut-off was set to determine up-regulated and down-regulated miRNAs in addition a P-value of less than 0.01. * and ** indicate a significant difference at *P* < 0.05 and *P* < 0.01, respectively.

# Supplementary material for: Boron-deficiency-responsive microRNAs and their targets in Citrus sinensis leaves
**Source:** BMC Plant Biol. 2015 Nov 4;15:271. doi: 10.1186/s12870-015-0642-y
**Supplement:** Additional file 6: — List of target genes for parts of known miRNAs in Citrus sinensis leaves.

**Additional file 6: List of target genes for parts of known miRNAs in *Citrus sinensis* leaves.**

# Supplementary material for: Boron-deficiency-responsive microRNAs and their targets in Citrus sinensis leaves
**Source:** BMC Plant Biol. 2015 Nov 4;15:271. doi: 10.1186/s12870-015-0642-y
**Supplement:** Additional file 7: — List of target genes for parts of novel miRNAs in Citrus sinensis leaves.

**Additional file 7: List of target genes for parts of novel miRNAs in *Citrus sinensis* leaves.**

| *miRNA* | *Assession* | *Homology* | *Target genes* |
| --- | --- | --- | --- |
| novel_mir_132 | orange1.1g004928m  orange1.1g020365m  orange1.1g036074m  orange1.1g009354m | AT2G25930.1  AT2G25850.4  AT4G22200.1  AT2G47310.1 | Hydroxyproline-rich glycoprotein family protein  P oly(A) polymerase 2  Potassium transport 2/3  Flowering time control protein-related / FCA gamma-related |
| novel_mir_134 | orange1.1g029650m  orange1.1g009653m  orange1.1g011640m orange1.1g021420m  orange1.1g032310m  orange1.1g046416m  orange1.1g016971m | AT1G53160.1  AT1G69170.1  AT5G43270.2  AT5G50670.1  AT2G33810.1  AT2G42200.1  AT5G50570.2 | Squamosa promoter binding protein-like 4  Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein  Squamosa promoter binding protein-like 2  Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein  Squamosa promoter binding protein-like 3  Squamosa promoter binding protein-like 9  Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein |
| novel_mir_224 | orange1.1g045509m | AT1G69310.2 | WRKY DNA-binding protein 57 |
| novel_mir_35 | orange1.1g019148m  orange1.1g019183m | AT5G51410.1  AT5G51410.2 | LUC7 N_terminus domain-containing protein  LUC7 N_terminus domain-containing protein |
| novel_mir_52 | orange1.1g001616m | AT3G63380.1 | ATPase E1-E2 type family protein / haloacid dehalogenase-like hydrolase family protein |
| novel_mir_59 | orange1.1g010034m  orange1.1g010770m | AT2G36360.1  AT2G36360.3 | Galactose oxidase/kelch repeat superfamily protein  Galactose oxidase/kelch repeat superfamily protein |

# Supplementary material for: Boron-deficiency-responsive microRNAs and their targets in Citrus sinensis leaves
**Source:** BMC Plant Biol. 2015 Nov 4;15:271. doi: 10.1186/s12870-015-0642-y
**Supplement:** Additional file 8: — List of stem loop qRT-PCR primers.

**Additional file 8: List of stem loop qRT-PCR primers.**

| miRNA | Sequence | RT-primer: | Forward primer |
| --- | --- | --- | --- |
| miR158 | TCCCAAATGTAGACAAAGCA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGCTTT | CGCGGTCCCAAATGTAGAC |
| miR159 | TTTGGATTGAAGGGAGCTCTA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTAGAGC | CGGAGTTTGGATTGAAGGGA |
| miR160 | GCGTACGAGGAGCCAAGCATA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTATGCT | CATGAGCGTACGAGGAGCCA |
| miR164 | TGGAGAAGCAGGGCACGTGCA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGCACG | GAATTGGAGAAGCAGGGCA |
| miR393 | TCATGCGATCCCTTCGGAATT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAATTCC | CGCGTCATGCGATCCCTTC |
| miR408 | ACGGGGAACAGGCAGAGCATG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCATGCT | CAACACGGGGAACAGGCAG |
| miR477 | ACCTCCCTCGAAGGCTTCCAA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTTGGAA | CAACACCTCCCTCGAAGGC |
| miR782 | ACAAACAGAGTTGGATTTCTT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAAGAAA | CGGCACAAACAGAGTTGGA |
| miR1446 | CGAACTCTCTCCCTCAACGGC | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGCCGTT | CAGCCGAACTCTCTCCCTC |
| miR1535 | CTTCTTTGTGGTAGATTGTTT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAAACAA | CGCGCCTTCTTTGTGGTAGA |
| miR2099 | AAAGGCTGTACGTTATTT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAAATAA | CCGCAGAAAGGCTGTACG |
| miR2643 | TTTGGGACGAGATTGAGA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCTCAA | CAGCCAGTTTGGGACGAGA |
| miR2648 | TAGCATGGGATAACAGAT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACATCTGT | CGCCAGGTAGCATGGGATA |
| miR2928 | AAGAAGAAGAAGTTTGTT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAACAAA | CGGCGCAAGAAGAAGAAG |
| miR3446 | CTGGAAGCAACTGTGGCACGG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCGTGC | CAGCAGCTGGAAGCAACTGTG |
| miR3946 | GTAGAGAGAGAGAGAGAGAGCAA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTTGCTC | CGCGGTAGAGAGAGAGAGAGA |
| miR3953 | TTGAGTTCTGCAAGCCGTCGA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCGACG | CGCGTTGAGTTCTGCAAGC |
| miR5037 | ATGGAACTTTGAAGGCCG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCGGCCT | CGGCGGATGGAACTTTGA |
| miR5227 | TGAAGATGAAGACGATGATGAAGA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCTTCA | CGCGTGAAGATGAAGACGATGA |
| miR5259 | CAAGGGGTATTTGGATGGACA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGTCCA | CGCGCAAGGGGTATTTGGA |
| miR5266 | CGGGGGACGGTCTGGGAACG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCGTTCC | GAACACGGGGGACGGTCTG |
| miR5262 | TCTTCAAGAGACTCAATTT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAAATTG | GCCGCTCTTCAAGAGACT |
| miR6025 | TACCAACAAGAGATGAACATT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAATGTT | CGCCGTACCAACAAGAGATG |
| miR6214 | CGACACGAAGCAGACACGACA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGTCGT | CAGAACGACACGAAGCAGAC |
| miR6260 | TGGAGTGGGAGTGGGAGT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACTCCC | CGACGCTGGAGTGGGAGT |
| miR7539 | AGAGAGAGAGAGGACAAGG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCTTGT | CGCAGAGAGAGAGAGAGG |
| miR7841 | GGGGATTCTCTCAAGCAAA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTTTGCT | CACAACGGGGATTCTCTCA |
| Reverse primer | CAGTGCAGGGTCCGAGGT |  |  |

*Actin* (AEK97331.1) was used as an internal standard and the reverse (5´→3´) and forward (5´→3´) primers were GCTTGGAGCAAGTGCTGTGATT and AGAACTATGAACTGCCTGATGGC, respectively.

# Supplementary material for: Boron-deficiency-responsive microRNAs and their targets in Citrus sinensis leaves
**Source:** BMC Plant Biol. 2015 Nov 4;15:271. doi: 10.1186/s12870-015-0642-y
**Supplement:** Additional file 9: — Specific primer pairs used for qRT-PCR expression analysis of selected miRNA target genes.

**Additional file 9: Specific primer pairs used for qRT-PCR expression analysis of selected miRNA target genes.**

*Actin* (AEK97331.1) was used as an internal standard and the reverse (5´→3´) and forward (5´→3´) primers were GCTTGGAGCAAGTGCTGTGATT and AGAACTATGAACTGCCTGATGGC, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

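Small RNA libraries of B-deficient (0 μM H_3_BO_3_) and B-sufficient (10 μM H_3_BO_3_) leaves of *C. sinensis*, 1 library per condition from mixed leaves of 5 replications after 15 weeks, were used. The authors' files hold the clean tags of each library with the number of reads of each tag, a table of raw counts per miRNA name, the same counts per 1000000 clean reads (TPM), and a table of the authors' comparison with the log2 ratio of B-sufficient over B-deficient leaves. The p-value of the authors' deposited table was made by the authors from the 2 libraries before the files were deposited, and it was not used here. The paper states the opposite direction, which is used here. After the change of sign, the largest difference between the log2 fold changes computed here and those of the authors' deposited table was 0.000729 over 734 miRNAs. According to the paper, clean reads were mapped perfectly to the JGI version 1.1 genome, reads of other RNA classes were removed, and the rest were matched to miRBase 21. These steps were not repeated, because the genome was not used here. The clean tags were not filtered by annotation.

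The libraries held 17829966 (B-deficient) and 17597008 (B-sufficient) clean reads. Shares of reads have Wilson 95% intervals, and log2 fold changes have 95% intervals from the counts. Both cover counting error only. A fold against a library with 3 counts or fewer is a lower bound, and no fold is given where both libraries have 3 counts or fewer. No replicate was available to measure the spread between plants. A two-sided Fisher exact test was computed with SciPy 1.17.1 and NumPy 2.4.6 under Python 3.11.15, with the paper's limits (over 10 TPM in at least 1 library, a log2 fold change of at least 1.5 in either direction, P under 0.01, a TPM of 0 replaced by 0.01). For known miRNAs, the count was that of the count table. For predicted miRNAs, it was the number of reads identical to the listed sequence.

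The sequences of Additional files 2 and 4 were counted again in the clean tags in 3 ways: perfectly matched reads, reads whose ends lie within 2 nt of the listed sequence, and resembling reads. Resembling reads are tags of at least 10 reads over both libraries and at most 30 nt, with at most 2 mismatches over at least 16 bases and the 5′ ends at most 4 nt apart. The last way, and the use of the counts of Additional file 4 for predicted miRNAs, were added after seeing the data. The recount of reads whose ends lie within 2 nt was tested on 805 planted length variants, of which 805 were found. Of copies with a changed base, it found 0. The other recounts were not tested in this way.

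The other alternatives, set before the data were examined, were a floor of 3 counts, 1 TPM added to both libraries, scaling to the reads of the known miRNAs, the median of ratios, edgeR's TMM factors (edgeR 4.0.16, R 4.3.3), no filter, over 10 TPM in both libraries, Benjamini-Hochberg adjustment, the Audic-Claverie probability, edgeR's exact test with a preset biological coefficient of variation of 0.2 or 0.4, and a log2 limit of 1. Shares by length were also counted by unique tag and without the 100 most abundant tags of each library. The calling rule was tested on simulated data, in which 200 of 734 miRNAs were changed and counts had counting error alone. Of the 120 changed miRNAs above the filter, 120 were recovered in the right direction, and 0 of 193 unchanged ones passed, with each of the 5 tests. This simulation has no spread between plants and no error in the assignment of reads to names.

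The miRNAs to be named were set by a rule before the data were examined: those that the paper names in its results, discussion, Tables 2 and 3 or Additional file 8, the 10 most abundant known miRNAs, and the 5 with the largest positive and the 5 with the largest negative log2 fold change among those with more than 3 counts in both libraries. Some of them enter the text only through the counts over all named miRNAs, and the predicted miRNAs other than novel_mir_95 and novel_mir_236 were named after their values were seen. The number of annotated *MIR* loci per family came from the annotation of another *C. sinensis* assembly, whose positions are not used. The sequences of 20 animal miRNAs used as markers of foreign RNA were written from memory and were not compared with a database. Expression of target genes, qRT-PCR values, root libraries and target prediction were not analysed here. Figures were drawn with matplotlib 3.10.9.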

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

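All tests in this part were chosen only after the result was seen. The signals below lie in reads that the paper does not discuss separately, above the limit that a count of 0 allows.

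Of the 59 known miRNAs that passed with a listed count of 0 in 1 library, 56 had more than 3 resembling reads in the library listed at 0. This argues against the absence of the small RNAs behind the count from 1 condition only where resembling reads make up most of that count. It is not known which tags the authors counted under each name, and unrelated sequences were not recounted as a control. For miR2928, with 2187 counts in B-deficient leaves, resembling reads numbered only 64 there and 62 in B-sufficient leaves. Resembling reads of the library with the count made up a median of 75.4% of that count. Too few reads in the library listed at 0 is excluded, since the smallest count in the other library was 183 and the libraries differ little in depth. Counting under the name of another known miRNA does not account for most of the 56 miRNAs. For only 3, at least 50% of the resembling reads in the library listed at 0 also resembled another known miRNA counted there. Names of predicted miRNAs were not part of this test, so counting under such a name stays open. For miR5211, listed at 0 in B-sufficient leaves, the most abundant resembling tag is the sequence of novel_mir_211. This tag had 329 reads in B-sufficient leaves, where the paper counts 393 for novel_mir_211. A candidate explanation is that reads with mismatches entered the count only in a library that also held a perfectly matched read. All 178 known miRNAs listed at 0 in 1 library had a perfectly matched read in the other library only, which this explanation needs but which a true absence would also give. It cannot be told apart from other rules of counting, because 245 counts are listed for libraries with no perfectly matched read of the listed sequence, 193 of them over 3, with a median of 12 against 85 for the same miRNA in the other library. A name can stand for several sequences, and 1 sequence per name was used here. Among the 57 with resembling reads, 4 were at least 1.5 log2 apart in the listed direction and 20 had more resembling reads in the library listed at 0. As a comparison, 8 of the 9 miRNAs that passed and have an annotated family were at least 1.5 apart in the listed direction on resembling reads. An effect of B-deficiency on the 4 stays open and was not tested.

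Of the 37 predicted miRNAs listed at 0 in 1 library, 27 had more than 3 exact reads in that library. For these 27, absence from 1 condition is excluded. Of the other 10, 8 had more than 3 reads within 2 nt at the ends in the library listed at 0, among them novel_mir_95 with 52907, so absence stays open for 2. A candidate explanation is that a predicted miRNA was counted only in the library in which it was predicted. For 8 of the 27, the library listed at 0 had more exact reads, relative to clean reads, than the other, as this explanation allows. Among the 37, every name numbered up to novel_mir_190 is listed at 0 in B-sufficient leaves. Every name from novel_mir_201 on is listed at 0 in B-deficient leaves. Such a split by number is what 1 list of candidates per library would give. The library in which each was predicted is not stated, so other rules of counting are not excluded.

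Reads of 29 to 34 nt that carry, from base 8, a motif like the conserved 5′ part of tRNAs (TRGYNNAR) numbered 147180 in B-deficient and 9887 in B-sufficient leaves, a ratio of 14.7 after division by the clean reads. The most abundant such tag, GGGCTATTAGCTCAGTGGTAGAGCTCGCC, had 23434 and 261 reads. Without the 3 most abundant of these tags, the ratio was 10.1, and all but 5 of the 173 tags with at least 50 reads were more frequent in B-deficient leaves. A wider size selection of the B-deficient library as the whole cause is excluded, since in each of 3 length classes these reads changed more than the other reads of the same length, by 1.61 times or more. More tRNA-derived RNA of every length is excluded too, as reads of 19 to 24 nt with the motif had a ratio of 0.673. Breakdown of all RNA in the B-deficient sample cannot be told apart from a response to B-deficiency, as there is 1 library per condition. The other reads of 29 to 34 nt also rose, with a ratio of 2.00. By length, their ratio was 1.71 at 29 to 30 nt, 7.19 at 31 to 32 nt and 9.58 at 33 to 34 nt. Reads with the motif had ratios of 10.7, 29.1 and 15.5 in these classes. A response to B-deficiency stays open and was not tested. The tags were not mapped to tRNA genes. For tRNA reads of all lengths together, Table 1 of the paper gives fewer in B-deficient than in B-sufficient leaves.

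Counted together, miRNA reads that lack 1 to 7 bases at the 3′ end and carry 2 to 5 U were more frequent in B-sufficient leaves. For miR166, they numbered 28.3 per 1000 perfectly matched reads in B-sufficient and 6.24 in B-deficient leaves. Over the 20 miRNAs with at least 1000 perfectly matched reads in both libraries, the values were 11.6 and 2.98, a ratio of 3.89. Of the 18 with more than 3 U-tailed reads in a library, the share was at least 2 times higher in B-sufficient leaves for 6. Over the 14 of the 20 outside these 6, the values were 2.25 in B-sufficient and 1.86 in B-deficient leaves. The share was higher in B-deficient leaves for miR159, at 38.7 against 26.2 per 1000. It was also higher there for miR160, miR3951, miR397, miR408 and miR479. Adapter trimming or sequencing errors at the 3′ end that strike all bases alike are excluded, since the ratio among tails of A, C and G was at most 1.98. The same change of all 3′ ends of the library is excluded as well, since for 12 of the 18 the 95% interval of the odds ratio, from counting error only, lay below the value over all, 3.89. For miR535, for example, U-tailed reads numbered 0.713 per 1000 perfectly matched reads in B-sufficient and 0.680 in B-deficient leaves. What sets the miRNAs apart was not tested. An effect of the B supply stays open, untested.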

How the results depend on the processing

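The resembling reads and the counts of Additional file 4 were chosen only after the result was seen, and the other alternatives were set before the data were examined. No paired analysis was possible because each condition has 1 library. For the same reason no replicate was left out, and no alternative says whether a difference exceeds the spread between plants.

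The 83 higher and 75 lower known miRNAs were the same in number with a floor of 3 counts, the Benjamini-Hochberg adjustment, the Audic-Claverie probability and edgeR's exact test at a coefficient of 0.2. They changed by less than 1.5 times with the other scalings, 1 TPM added, the log2 limit of 1 and the coefficient of 0.4. The 3 scalings moved the log2 values of miRNAs counted in both libraries by 0.55 (reads of the known miRNAs), 0.04 (median of ratios) and -0.08 (TMM). Scaling to the reads of the known miRNAs gave 96 higher and 69 lower. Without the filter on low counts, 238 were higher, 178 lower and 178 listed at 0 in 1 library, because more miRNAs were tested. With over 10 TPM required in both libraries, 10 were higher, 7 lower and 0 listed at 0, which follows from the filter itself. On perfectly matched reads, 55 known miRNAs were over 10 TPM, 11 were higher, 6 lower and 1 was at 0 in 1 library, and 8 of the 27 miRNAs of the qRT-PCR passed. On reads within 2 nt at the ends, the values were 102, 13, 9, 0 and 9, and on resembling reads 20 were higher, 9 lower and 0 at 0, and 10 of the 27 passed. The cause was not tested for these recounts beyond the tests given for the miRNAs listed at 0.

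For predicted miRNAs, 3 were higher and 3 lower on exact reads. Without the filter there were 9 and 7, with the log2 limit of 1 there were 5 and 9, and with the counts of Additional file 4 there were 8 and 6. With edgeR's exact test at a coefficient of 0.4, 1 was lower. The cause was not tested.

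Shares of reads are given for B-deficient leaves first. By unique tag, the range of 19 to 26 nt held 97.2% and 97.0%, 21 nt held 10.9% and 10.7%, and 24 nt held 60.3% and 59.6%, so the order of the libraries changed for the first and the second of these and not for 24 nt. Without the 100 most abundant tags of each library, the shares were 93.5% and 94.0%, 17.9% and 19.4%, and 52.2% and 45.7%. The known miRNAs held 9.20% and 13.6% of the clean reads on perfectly matched reads, and 11.4% and 17.4% on reads within 2 nt at the ends. The cause was not tested.

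There were 431 comparisons of 61 named miRNAs with their alternatives. Of these, 351 kept their direction and their side of the limits, 45 fell below the limits, 4 passed them and 31 changed direction. Direction was judged by sign alone, so small values and values from few reads count as changes. For miR2648, the most abundant resembling tag had 7 reads in B-deficient and 5 in B-sufficient leaves. No value was given by 53 recounts with at most 3 counts in both libraries. On perfectly matched reads, miR6108 (-0.019) was counted by its sign alone, as it had 8 reads in each library. On such reads, miR5534 (1.34) changed direction. On reads within 2 nt at the ends, miR3446 (0.86), miR5259 (0.13), miR5534 (1.69) and miR6108 (-0.19) did. Scaled to the reads of the known miRNAs, miR166 (0.049), miR156 (0.28), miR3954 (0.50), miR168 (0.29), miR6135 (0.077) and miR5770 (0.27) did, which follows from the shift of 0.55. On resembling reads, the log2 fold changes that changed direction were 0.47 (miR2648), 0.76 (miR3446), 0.0077 (miR3946), -0.99 (miR5037), -0.52 (miR5262), -0.67 (miR5266), 0.69 (miR7539), 0.043 (miR7841), -0.60 (miR418), 0.0082 (miR2664), 0.52 (miR2921), 0.38 (miR3513), 0.33 (miR4413), -0.20 (miR5029), 0.37 (miR5259), 0.75 (miR5492), 0.24 (miR5534), -2.85 (miR3699) and 0.35 (miR6247). The cause was not tested.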

Differences from the paper's values

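No test in this part was chosen after the result was seen, and the alternatives chosen after seeing the data are named where they apply.

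On exact reads, 3 predicted miRNAs were higher in B-deficient leaves against the paper's 8. Among the alternatives set before the data were examined, only the one without a filter gave a value within 1.5 times of it, 9. With the counts of Additional file 4, chosen after seeing the values, there were 8. On exact reads, 3 predicted miRNAs were lower against the paper's 6. Without a filter there were 7, with the log2 limit of 1 there were 9 and with reads within 2 nt at the ends there were 4, which are within 1.5 times of the paper's value, and the other alternatives set before the data were examined were not. With the counts of Additional file 4 there were 6 and with resembling reads 4, both chosen after seeing the values.

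The log2 fold change of miR394 in leaves was -1.504 against the paper's -1.66667782 in Table 3. No alternative was run for it. The log2 fold change of novel_mir_236 was -1.71 against the paper's -18.48, and none of the alternatives set before the data were examined closed the gap. It had 18399 exact reads in B-deficient leaves against the paper's 0 in Additional file 4, and 21481 on reads within 2 nt at the ends. For novel_mir_95, the listed sequence had 0 exact reads in B-deficient leaves against the paper's 35672. On reads within 2 nt at the ends there were 31823, within 1.5 times of the paper's value, but B-sufficient leaves then had 52907 against the paper's 0.

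The paper's discussion describes miR2099 as lower in B-deficient leaves, while its Tables 2 and 3 give it as higher, and the listed counts were 227 in B-deficient and 0 in B-sufficient leaves. Fig. 4 draws miR5227 as lower, and its log2 fold change was 1.81. Table 2 names miR5929, which is not in the count table, and gives it the log2 fold change of miR5259, -5.83. The value that Table 3 gives for miR394 is that of miR3946, -1.67. The paper gives novel_mir_211 as lower and novel_mir_59 as higher, and on exact reads their log2 fold changes were 3.43 and -1.91. The paper also calls as higher novel_mir_35, novel_mir_127, novel_mir_132, novel_mir_167 and novel_mir_95, and as lower novel_mir_121, novel_mir_224 and novel_mir_237, none of which passed on exact reads. The share of reads of 19 to 26 nt was 94.1% in B-deficient and 95.7% in B-sufficient leaves, and the paper's lower share was met by reads of 20 to 24 nt, at 89.2% and 89.1%.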

Other observations

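The test in this part was chosen only after the result was seen, and the list of markers had been counted once before it was fixed.

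Reads with the sequence of let-7a, an animal miRNA, numbered 1555 in B-deficient and 1293 in B-sufficient leaves, and those of let-7f 1065 and 1852. Animal RNA in the leaf RNA or in the sequencing run is a candidate source, as 7 of 20 markers from animals had more than 3 reads in both libraries, while 8 had 3 or fewer in both. The reads on the 20 markers numbered 2724 and 3370. The marker sequences were written from memory, and whether citrus has any of them was not tested. In the list of known miRNAs, 3 names have a sequence that resembles a marker. No biological explanation was tested.

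miR171 had 6819 counts in B-deficient and 2654 in B-sufficient leaves, a log2 fold change of 1.34, inside the limits. Scaled to the reads of the known miRNAs it was 1.89, past the limits. On its 6637 and 808 perfectly matched reads it was 3.02. The sequence of novel_mir_211, TCGCAGGGGAGATGGGACCAAC, is also the most abundant tag that resembles miR5211, with 3603 reads in B-deficient and 329 in B-sufficient leaves.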
